# B cell-derived IL-10 promotes the resolution of lipopolysaccharide-induced acute lung injury

**DOI:** 10.1038/s41419-023-05954-2

**Published:** 2023-07-13

**Authors:** Zhun Sun, Anning Chen, Hongwei Fang, Donglin Sun, Meiying Huang, Erdeng Cheng, Mengyuan Luo, Xiaoren Zhang, Hao Fang, Guojun Qian

**Keywords:** Cytokines, Acute inflammation

## Abstract

Inflammation resolution is critical for acute lung injury (ALI) recovery. Interleukin (IL)-10 is a potent anti-inflammatory factor. However, its role in ALI resolution remains unclear. We investigated the effects of IL-10 during the ALI resolution process in a murine lipopolysaccharide (LPS)-induced ALI model. Blockade of IL-10 signaling aggravates LPS-induced lung injury, as manifested by elevated pro-inflammatory factors production and increased neutrophils recruitment to the lung. Thereafter, we used IL-10 GFP reporter mice to discern the source cell of IL-10 during ALI. We found that IL-10 is predominantly generated by B cells during the ALI recovery process. Furthermore, we used IL-10-specific loss in B-cell mice to elucidate the effect of B-cell-derived IL-10 on the ALI resolution process. IL-10-specific loss in B cells leads to increased pro-inflammatory cytokine expression, persistent leukocyte infiltration, and prolonged alveolar barrier damage. Mechanistically, B cell-derived IL-10 inhibits the activation and recruitment of macrophages and downregulates the production of chemokine KC that recruits neutrophils to the lung. Moreover, we found that IL-10 deletion in B cells leads to alterations in the cGMP–PKG signaling pathway. In addition, an exogenous supply of IL-10 promotes recovery from LPS-induced ALI, and IL-10-secreting B cells are present in sepsis-related ARDS. This study highlights that B cell-derived IL-10 is critical for the resolution of LPS-induced ALI and may serve as a potential therapeutic target.

## Background

Acute lung injury (ALI) is the pulmonary manifestation of a systemic inflammatory response syndrome that can progress to acute respiratory distress syndrome (ARDS). Although significant progress has been made in ALI pathophysiology and treatment, ALI incidence and mortality rates are still high, ranging between 30–40% [1].

Sepsis due to bacterial pneumonia is the most common risk factor for ALI [2]. When bacteria invade the lungs, they stimulate the pulmonary innate immune system and cause inflammation [3], which is a fundamental requirement to eradicate threats to the host organism. However, uncontrolled inflammation damages the lungs, weakening their barrier protection function and further triggering ARDS [4].

Neutrophils, as effector cells of ALI, are rapidly recruited to the lungs upon pathogen invasion [5]. In this process, pathogens stimulate lung macrophages or epithelial cells to produce chemokines, such as KC (keratinocyte chemoattractant, CXCL-1), CCL-2 (chemokine ligand 2), GPR-35 (G-protein-coupled receptor), and MIP-2 (macrophage inflammatory protein-2) [6, 7], which lead to the recruitment of neutrophils. Excessive lung inflammatory responses lead to neutrophil cytotoxicity, alveolar barrier damage, impairing gas exchange, and pulmonary edema [7]. Therefore, timely inflammation resolution is essential for the host to minimize lung damage and re-establish homeostasis [8].

As a critical immunosuppressive factor, interleukin (IL)-10 was initially termed as an inhibitor of cytokine synthesis [9] since it inhibits pro-inflammatory cytokines production [10]. Almost all leukocytes, including dendritic cells (DCs), monocytes/macrophages, B cells, and T cells, produce IL-10 [10]. A recent study found that IgM^+^ B cells specifically enter and populate the pulmonary microcirculation and can mitigate neutrophil inflammation via lipoxin A_4_ (LXA4) production [11]. However, the role of IL-10-secreting B cells act on the ALI resolution is still unclear.

LPS, an essential bacterial cell wall element, is frequently employed as a surrogate for infectious exposure and induces experimental murine ALI model when it is administrated into the airways [12]. We found that B cell-derived IL-10 promotes the resolution of LPS-induced ALI, primarily by inhibiting macrophage recruitment and activation, and decreasing neutrophil infiltration. Furthermore, we found that an exogenous supply of IL-10 accelerates ALI recovery. Our results highlight the essential role of B cell-derived IL-10 in the timely resolution of LPS-induced pulmonary inflammation/injury, setting up a theoretical foundation for the development of ways to treat and prevent bacteria-induced lung injury.

## Results

### IL-10 promotes recovery from LPS-induced ALI

IL-10 suppresses excessive immune responses to achieve homeostasis [9, 10]. To explore the role of IL-10 in ALI, we used IL-10 or IL-10 receptor (IL-10R) monoclonal antibodies to block IL-10 signaling in a murine LPS-induced ALI model (anti-IL-10/anti-IL-10R mice) and found that anti-IL-10/anti-IL-10R mice had more severe and persistent clinical symptoms (Fig. 1A, B). Moreover, compared with isotype control mice, IL-10/IL-10R blocked mice had more bronchoalveolar lavage fluid (BALF) protein, indicative of increased lung permeability (Fig. 1C), which is a critical feature of lung injury [1]. Additionally, we observed increased inflammatory cell infiltration, particularly of neutrophils (Fig. 1D), the predominant mediators of ALI [13], in IL-10/IL-10R mice. In addition, the pathological analysis demonstrated that the lungs of the anti-IL-10/anti-IL-10R ALI mice showed persistent leukocyte infiltration and severe edema, in contrast to their isotype control (Fig. 1E, F and Fig. S1A). Collectively, our results demonstrate that IL-10 facilitated the clearance of inflammatory cells and promoted alveolar repair during LPS-induced ALI.

**Fig. 1:**
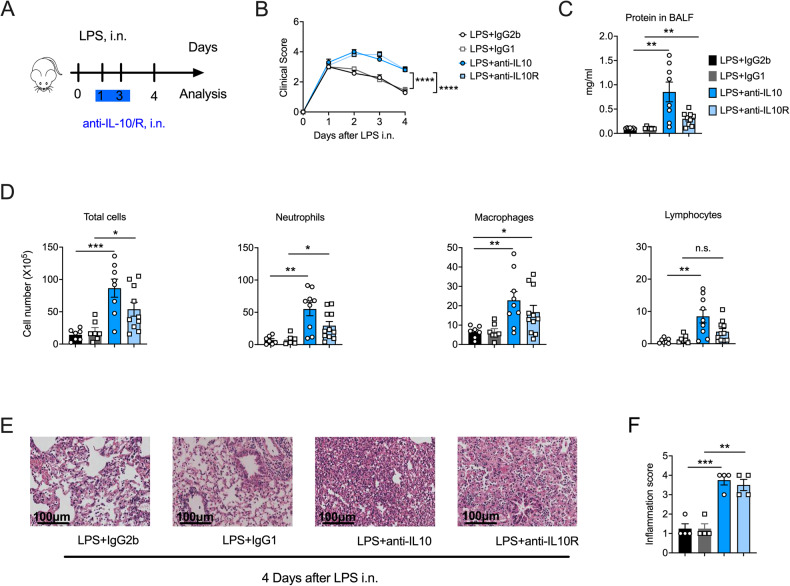
Interleukin (IL)-10 signaling blockade aggravates lipopolysaccharide (LPS)-induced acute lung injury (ALI). **A** Experimental scheme: anti-IL-10 (10 µg) or anti-IL-10 receptor (IL-10R, 50 µg) were administered intranasally on days 1 and 3 following LPS (50 μg) exposure, and IgG2b and IgG1 were as controls, respectively. The mice were euthanized on day 4 for analysis (*n* = 7–11). **B** Clinical signs of mice were observed (*n* = 7–11). **C** On day 4, post-LPS administration, BALF was collected from anti-IL-10 or anti-IL-10R (isotype control, IgG2b or IgG1) mice, and the protein concentration was determined (*n* = 7–11). **D** Differential cells in the bronchoalveolar lavage fluid were counted after Cytospin and Wright–Giemsa staining (*n* = 7–11). **E** The representative image of the HE-stained section is displayed (*n* = 4). Scale bars, 100 μm. **F** The inflammation score of the HE-stained sections. (*n* = 4). **B** Two-way ANOVA was used for the statistical analyses. **C**, **D**, **F** Student’s *t*-test was used for the statistical analyses.

### IL-10 inhibits prolonged lung inflammation after exposure to LPS

Dysregulated and excessive lung inflammation is the most frequent cause of ALI [3]. Macrophages activate quickly in response to inhaled pathogens, and over-activated macrophages aggravate inflammatory responses and tissue damage [14, 15]. To further explore the impact of IL-10 act on ALI, we investigated the activation of macrophages and inflammatory cytokines involved in ALI, as previously reported [6]. On the fourth day after LPS exposure, we found that blocking IL-10 signaling enhanced the recruitment and activation of lung macrophages upon LPS stimulation (Fig. 2A, B) and increased their pro-inflammatory properties, as manifested by an elevated number of M1 macrophages and increased iNOS (nitric oxide synthase 2) expression in the lungs (Fig. 2C). However, we did not observe a difference of lung DCs, monocytes, and M2 recruitment after blocking IL-10/IL-10R during ALI (Fig. S1B, C). Moreover, the mRNA levels of IL-6 and TNF-α, which are the vital inflammatory cytokines produced by macrophages in ALI [16], were elevated after blocking IL-10/IL-10R during ALI (Fig. 2D). Similarly, the protein levels of IL-6 and TNF-α were also increased in BALF (Fig. 2E). Therefore, these results suggest that IL-10 inhibits the recruitment and activation of lung macrophages in ALI.

**Fig. 2:**
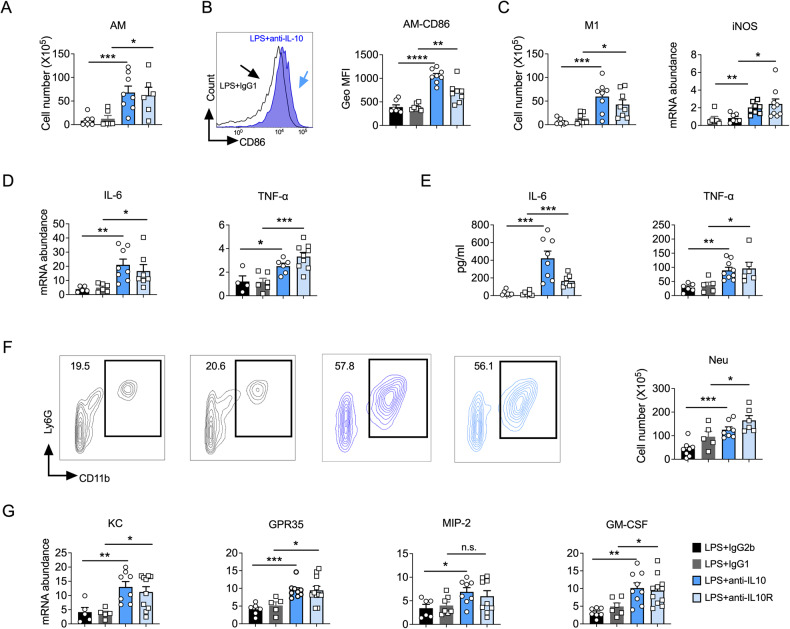
Interleukin (IL)-10 signaling blockade leads to exacerbated lung inflammation after lipopolysaccharide (LPS) exposure. **A** Flow cytometry analysis of macrophage cell numbers in mice lung (*n* = 6–8). **B** Geo MFI of CD86 on macrophages. (*n* = 6–8). **C** Flow cytometry analysis of M1 macrophage numbers in mice lung (left); RT-PCR to test the expression level of iNOS mRNA (right) (*n* = 6–10). **D** The mRNAs of IL-6 and TNF-α were detected in lung homogenates (*n* = 4–10). **E** Cytokine levels in bronchoalveolar lavage fluid samples of different groups (*n* = 5–9). **F** Neutrophils (CD11b+, Ly6G+) in the lungs as a proportion of live events. The total number of cells was then multiplied by the ratio to give the total neutrophil count. (*n* = 5–9). **G** Chemokines associated with neutrophils (*n* = 5–11). **A–G** Experiments were conducted 4 days after LPS exposure. **A–G** Student’s *t*-test was used for the statistical analyses.

Neutrophil infiltration is a hallmark of lung inflammation, and neutrophil elimination is the predominant crucial sign of ALI resolution [5, 17]. Consistent with our BALF analysis (Fig. 1E), we observed an increased neutrophil infiltration in the lung (Fig. 2F) when IL-10 signaling was blocked during ALI. Neutrophil recruitment is primarily mediated by chemokines (KC [7], MIP-2 [18], GPR-35 [19], and GM-CSF [18]) produced by macrophages and epithelium [20]. Therefore, we measured the relative mRNA expression of neutrophil chemokines in the lungs of the IL-10/IL-10R mice and found that blocking IL-10 signaling increased the expression levels of these chemokines (Fig. 2G). Similar results were also obtained for BALF KC and MIP-2 levels (Fig. S1D). Collectively, these results demonstrated that IL-10 can reduce macrophage recruitment and activation in the lung and mitigate neutrophil recruitment, thereby alleviating inflammation and promoting host recovery from LPS-induced ALI.

### IL-10 is primarily produced by B cells upon LPS challenge

There are numerous sources of IL-10, including macrophages, monocytes, DCs, T cells, B cells, and ECs [21]. Considering the essential role of IL-10 in ALI recovery, we used IL-10-GFP reporter mice to examine the source cell of IL-10 secretion during ALI. Thereafter, the lung IL-10^+^ (GFP^+^) cells were identified by flow cytometry using a modified gating strategy described previously (Fig. S2A, B) [22]. We found that lung IL-10-producing B cells significantly elevated after LPS stimulation and peaked at day 4, which is correlated with the resolution of ALI (Fig. 3A–C and Fig. S2C–E). Moreover, B cells produced significantly more IL-10 than other reported IL-10-producing cells, such as DCs, macrophages/monocytes (MF/Mo), T cells, and ECs after the LPS challenge (Fig. 3C, D). Immunofluorescence further confirmed these results (Fig. 3E and Fig. S2F). Altogether, these results demonstrate that IL-10 is primarily produced by B cells in LPS-induced ALI.

**Fig. 3:**
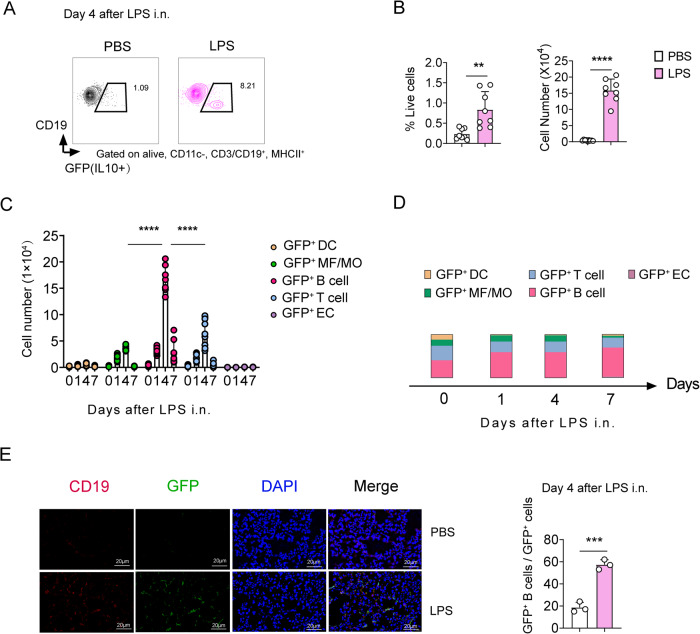
Interleukin (IL)-10 is primarily secreted by B cells during acute lung injury (ALI) resolution. **A** Flow cytometry of GFP(IL-10)^+^ B cells in the lungs. **B** Proportion and number of GFP(IL-10)^+^ B cells as a proportion of live events. The lung total number of cells was then multiplied by the ratio to give the total GFP(IL-10)^+^ B cells count. (*n* = 8). **C** The number of different GFP (IL-10)-secreting cell subsets in the lungs (*n* = 9–10); DC dendritic cells, MF macrophages, MO monocytes, EC epithelial cells. **D** The proportion of IL-10-secreting subpopulations in the lungs of IL-10-GFP mice during LPS exposure (*n* = 9–10). **E** Immunofluorescence in the lungs of mice after four days of LPS exposure and the proportion of IL-10-secreting B cells (*n* = 3). Scale bars, 20 μm. Representative one of two independent experiments. Student’s *t*-test was used for the statistical analyses.

### B cell-derived IL-10 promotes LPS-induced ALI recovery

To investigate the role of B cells in ALI, we constructed an LPS-induced ALI model in B cell-deficient (μMT) mice. In contrast to LPS-treated WT mice, the LPS-treated μMT mice had persistent clinical signs of illness, elevated BALF protein levels, and increased inflammatory infiltrates, particularly neutrophils (Fig. S3A–D), demonstrating that B cells are essential in lung injury resolution.

To further explore the role of B cell-derived IL-10 on LPS-induced ALI, we specifically deleted the IL-10 in B cells by crossing *Il10* ^fl/fl^ mice with Mb1-Cre mice (*IL10* ^*flox/flox*^*-mb1cre*, termed *IL-10* ^B-KO^), the knockout efficiency of IL-10 in B cells is demonstrated in (Fig. S4A, B) and challenged them with LPS (Fig. 4A). We found that *IL-10* ^B-KO^ mice had persistent and aggravated clinical signs, compared to the corresponding control mice (*IL-10* ^B-WT^) (Fig. 4B). Moreover, *IL-10* ^B-KO^ mice showed prolonged and increased BALF protein levels (Fig. 4C, D), indicative of long-lasting alveolar damage and decelerated tissue repair in LPS-treated *IL-10* ^B-KO^ lungs.

**Fig. 4:**
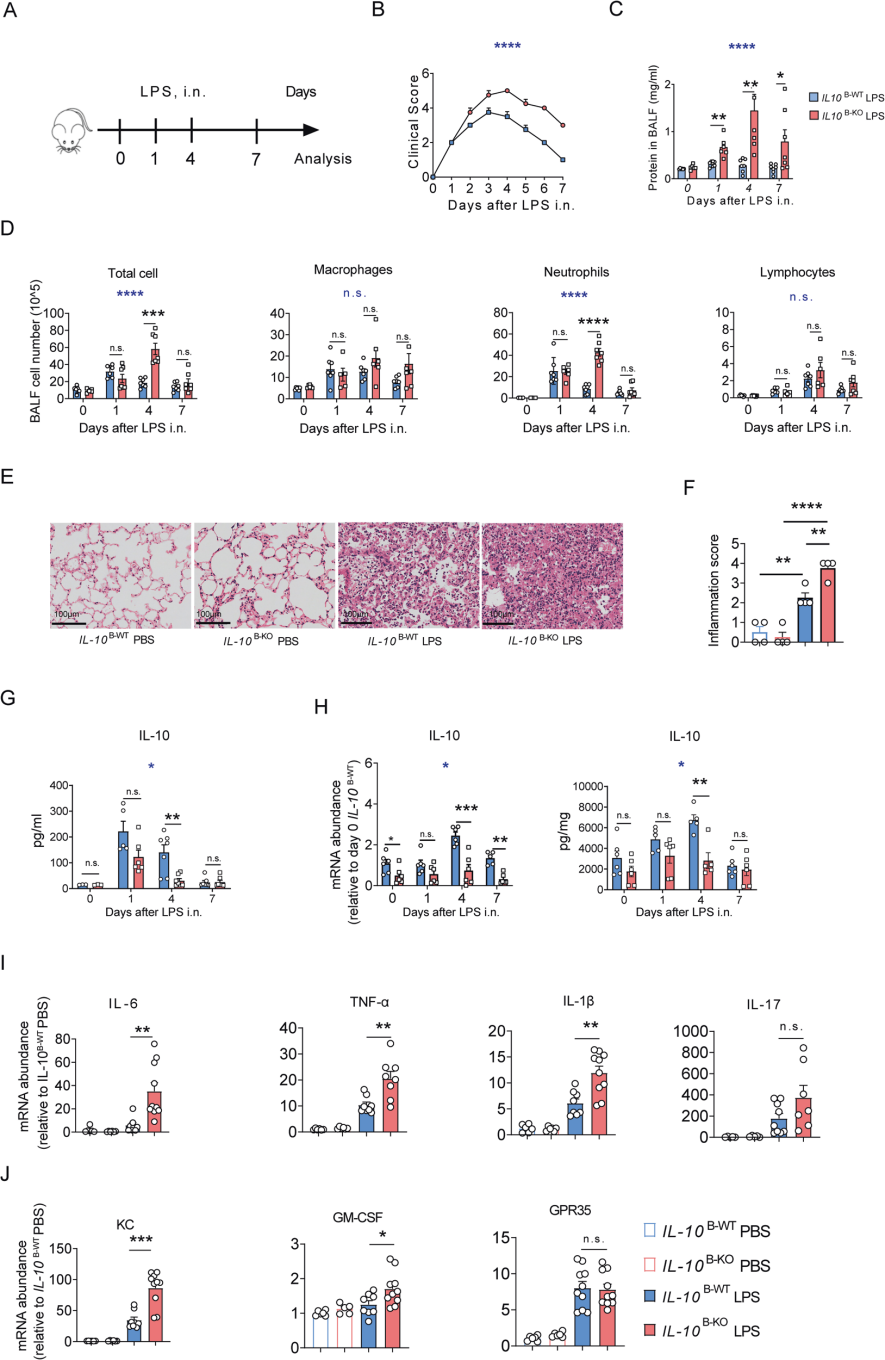
Interleukin (IL)-10 in B cells promotes acute lung injury (ALI) recovery. **A** Experimental scheme: Observation and analysis of recovery from acute lung injury in *IL-10* ^B-WT^ and *IL-1*0 ^B-KO^ mice at days 1, 4, and 7 after LPS exposure. **B** Clinical signs in mice were observed (*n* = 6–7). **C** Bronchoalveolar lavage fluid (BALF) from *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice was harvested, and the protein concentration was measured (*n* = 4–7). **D** *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice were treated with 50 μg LPS i.n., and BALF of the treated and control mice were harvested on days 1, 4, and 7. The total BALF number of cells and different types of cells were counted (*n* = 6–7). **E**, **F** The representative image of the HE-stained section and the inflammation score are displayed (*n* = 4). Scale bars, 100 μm. **G** IL-10 protein levels in BALF. **H** IL-10 mRNA and protein levels in the lung. **I** mRNAs of IL-6, TNF-α, IL1-β, and IL-17, were detected in lung homogenates (*n* = 6–8). **J** mRNAs of KC, GM-CSF, and GPR-35 were detected in lung homogenates (*n* = 6–8). **B**–**D**, **G**, **H** Two-way ANOVA was used for the statistical analyses (blue stars). **(C**, **D**, **F**–**J)** Student’s *t*-test was used for the two groups’ statistical analyses (black stars).

The total BALF cell numbers markedly increased in both *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice from day 1 post-LPS administration, primarily caused by neutrophil recruitment to the alveolar spaces (Fig. 4D). Alveolar neutrophils in *IL-10* ^B-WT^ mice were largely cleared on day 4 and eliminated on day 7, while in *IL-10* ^B-KO^ mice, alveolar neutrophils remained on day 4, suggesting that alveolar inflammation resolved more slowly in *IL-10* ^B-KO^ mice (Fig. 4D). Furthermore, the pathological analysis showed that lungs of LPS-challenged *IL-10* ^B-KO^ mice had more leukocyte infiltration and aggravated alveolar edema on day 4 (Fig. 4E, F; Fig. S4C).

Importantly, *IL-10* ^B-KO^ mice showed significantly lower BALF and lung IL-10 levels than *IL-10* ^B-WT^ mice following LPS exposure (Fig. 4G, H), further confirming that IL-10 is mainly secreted by B cells after the LPS challenge. In addition, *IL-10* ^B-KO^ mice lungs had greater mRNA levels of inflammatory cytokines (IL-6, TNF-α, and IL-1β) and neutrophil chemokines (KC, GM-CSF) compared to *IL-10* ^B-WT^ mice lungs (Fig. 4I, J). Collectively, these results indicate that B cell-derived IL-10 mitigates lung inflammation and promotes LPS-induced ALI resolution.

### IL-10 in B cells promotes ALI recovery, possibly via the cGMP–PKG pathway

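Whole-lung RNA was sequenced from 12 mice given 50 µg of lipopolysaccharide (LPS), the bacterial cell wall component used to induce ALI. Of these, 6 were IL-10 B-KO mice, in which a floxed Il10 gene is deleted in B cells by Mb1-Cre, and 6 were IL-10 B-WT mice. The lungs were taken on day 4. The authors deposited 1 table of TPM, the expression unit named in the methods, for 55414 genes in 12 libraries, calculated with RSEM and rounded to 2 decimals. TPM divides each gene's reads by its length and scales every library to the same total, so that the sequencing depth of each lung is unknown from these values, and no model of read counts could be fitted. The columns summed to between 991646 and 994430 TPM. Between 21380 and 24138 genes were above 0 TPM in the IL-10 B-WT libraries (median 23316) and between 22595 and 23453 in the IL-10 B-KO libraries (median 23032). The paper lists 5 tools for differential expression, among them Limma, and its threshold for Limma was a fold of change ≥1 with an adjusted p-value ≤0.05. Here the fold was read as a log2 fold change of at least 1 in either direction. The values were analyzed with limma on log2(TPM + 1), with a trend in the variance and Benjamini-Hochberg adjustment, over the 15148 genes with a TPM of at least 1 in at least 6 of the 12 libraries. Log2 fold changes on this scale understate the change of genes with low TPM. Genes named individually were also compared by a two-sided exact permutation test on mean log2(TPM + 1), for which 6 lungs against 6 give 924 arrangements and a smallest p of 0.00217. Coordinates are those of GRCm38 in GENCODE release M21, matched by gene ID for 52081 of the 55414 genes, since the paper's text does not name a genome build. The targeted gene, Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974, plus strand), was listed at 0.42, 0.88, 0.62, 0.05, 0 and 0.16 TPM in IL-10 B-WT replicates 1 to 6 and at 0.49, 0, 0.30, 0.15, 0.58 and 0.17 TPM in IL-10 B-KO replicates 1 to 6. The groups overlapped (exact permutation test, p = 0.745, n = 6), so that the Il10 transcript in whole lung did not separate the genotypes at these low values. In separate assays of lung mRNA and protein (Fig. 4H), the paper reports lower IL-10 in IL-10 B-KO mice after LPS. The TPM do not show that difference, and at values this low they cannot exclude it. Ddx3y, on the Y chromosome, was at 8.73 TPM or more in every library, and Xist was at 0.07 TPM or less.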

To explore the possible mechanisms involved in LPS-induced ALI recovery associated with B cell-derived IL-10, we performed RNA-Seq analysis of *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice lungs post-LPS challenge. Upon LPS challenge, *IL-10* ^B-WT^ and *IL-10* ^B-KO^ lungs had 2609 differentially expressed genes (DEGs), of which 1018 were upregulated and 1591 downregulated (Fig. 5A, B). 

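Among the 15148 genes tested, 75 passed an adjusted p-value of 0.05 (limma, Benjamini-Hochberg) with an absolute log2 fold change of at least 1, of which 4 were higher and 71 lower in IL-10 B-KO lungs. At an unadjusted p of at most 0.05, with no minimum fold change, 1899 genes differed, 1034 higher and 865 lower. With an unadjusted p in place of the adjusted one and the same minimum fold change, 647 genes passed. Single libraries moved the number in both directions. Without IL-10 B-WT replicate 1, 576 genes passed, 344 higher and 232 lower, while 15 passed without IL-10 B-KO replicate 5, 17 without IL-10 B-KO replicate 1, 20 without IL-10 B-WT replicate 4 or IL-10 B-KO replicate 3, 23 without IL-10 B-WT replicate 5 and 33 without IL-10 B-WT replicate 6. Over all 15148 genes tested, the groups did not overlap for 154, where 6 lungs against 6 separate by chance in 0.216% of arrangements. These included 67 of the 75 genes, which were selected on the same lungs. Immunoglobulin genes and Jchain made up 39 of the 75, with log2 fold changes from -9.21 to -3.54, and the remaining 32 lower genes had log2 fold changes from -4.16 to -1.03. The largest fall was in Igha (ENSMUSG00000095079, chromosome 12, 113254830 to 113260236, minus strand), the constant region of IgA, from 3352 ± 3569 TPM (SD, n = 6) in IL-10 B-WT lungs to 5.53 ± 7.57 TPM (SD, n = 6) in IL-10 B-KO lungs. Its log2 fold change was -9.21 (standard error 0.85, limma adjusted p = 3.97e-04), and every IL-10 B-KO lung was below every IL-10 B-WT lung. The falls next in size were in Igkc, Iglv1, Jchain and Igkv3-4, with log2 fold changes of -8.55, -7.74, -7.60 and -7.52. Reads of immunoglobulin variable segments can be shared between near-identical family members, so that the split among them is uncertain. Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197, plus strand), the gene that Mb1-Cre is named for, was at 15.3, 258.6, 24.8, 22.9, 23.4 and 18.4 TPM in IL-10 B-WT replicates 1 to 6 and at 0, 4.35, 0, 0.05, 0 and 5.73 TPM in IL-10 B-KO replicates 1 to 6 (log2 fold change -4.16, standard error 0.71, limma adjusted p = 0.0222). Immunoglobulin genes took 0.248% to 15.4% of the TPM in IL-10 B-WT lungs and 0.002% to 0.0647% in IL-10 B-KO lungs. The 4 higher genes were Kng2 and the pseudogenes Gm8730, Gm9625 and Amd-ps3. Kng2 (ENSMUSG00000060459, chromosome 16, 22985854 to 23029482, minus strand) rose from 0.223 ± 0.170 to 2.53 ± 0.954 TPM (SD, n = 6 each), a log2 fold change of 1.49 (standard error 0.20, limma adjusted p = 0.00970).

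**Figure D1:**
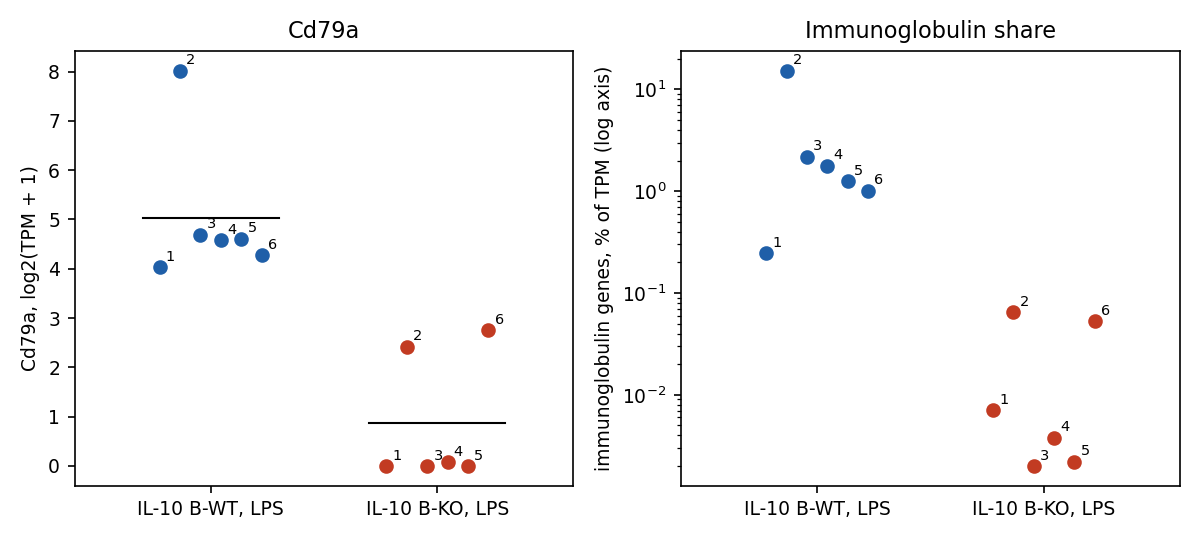
Cd79a as log2(TPM + 1) (left) and the percentage of TPM on immunoglobulin genes on a log axis (right) in each lung, with points numbered by replicate and horizontal lines at the mean of each group in the left panel. Every IL-10 B-KO lung lies below every IL-10 B-WT lung in both panels, with IL-10 B-WT replicate 2 highest at 15.4% of TPM on immunoglobulin genes.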

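The chemokine Cxcl15 (ENSMUSG00000029375, chromosome 5, 90794534 to 90803067, plus strand) and Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518, minus strand), and the receptors Gpr35 (ENSMUSG00000026271, chromosome 1, 92950865 to 92986391, plus strand) and Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557, plus strand), were plotted in Fig. 5C with 5 lungs per genotype. IL-10 B-WT replicate 1 and IL-10 B-KO replicate 2 have no point there, and the paper gives no reason for leaving them out. Over the 5 plotted lungs per genotype, Gpr35 was 3.33 ± 2.36 TPM in IL-10 B-WT and 17.3 ± 8.16 TPM in IL-10 B-KO lungs (SD, n = 5, exact permutation p = 0.00794). Cxcl15 was 197.8 ± 92.0 and 531.3 ± 108.7 TPM (SD, n = 5, exact permutation p = 0.00794), Ccl5 was 248.7 ± 179.0 and 611.1 ± 206.7 TPM (SD, n = 5, exact permutation p = 0.0238), and Ccr2 was 10.4 ± 6.20 and 23.5 ± 6.62 TPM (SD, n = 5, exact permutation p = 0.0238). The IL-10 B-WT lung not plotted had 18.0 TPM of Gpr35, 584.4 TPM of Cxcl15, 530.7 TPM of Ccl5 and 27.0 TPM of Ccr2, and the IL-10 B-KO lung not plotted had 2.55, 274.8, 464.7 and 12.3 TPM of the same genes. Over all 6 lungs per genotype, Gpr35 was 5.78 ± 6.36 and 14.8 ± 9.45 TPM (SD, n = 6, exact permutation p = 0.0693), Cxcl15 262.2 ± 178.0 and 488.6 ± 142.9 TPM (SD, n = 6, exact permutation p = 0.0281), Ccl5 295.7 ± 197.2 and 586.7 ± 194.3 TPM (SD, n = 6, exact permutation p = 0.0281) and Ccr2 13.2 ± 8.73 and 21.6 ± 7.50 TPM (SD, n = 6, exact permutation p = 0.0714). The direction was the same over both sets, but in the exact permutation test Gpr35 and Ccr2 passed 0.05 only without these 2 lungs. Over the 12 lungs, the log2 fold changes were 1.38 for Gpr35, 1.14 for Cxcl15, 1.18 for Ccl5 and 0.83 for Ccr2, with unadjusted limma p-values of 0.0325, 0.0200, 0.00911 and 0.0438 and, across all genes tested, adjusted p-values of 0.362, 0.330, 0.281 and 0.381. For Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656, plus strand) the lung without a point was IL-10 B-WT replicate 6, at 612.1 TPM. Klf2 fell from 395.1 ± 103.6 TPM (SD, n = 5) without that lung, or 431.2 ± 128.2 TPM (SD, n = 6) with it, to 225.0 ± 29.3 TPM (SD, n = 6) in IL-10 B-KO lungs, with an exact permutation p of 0.00866 for either set. Its log2 fold change over all 12 lungs was -0.89 (standard error 0.21, limma adjusted p = 0.0961), and 3 of the 6 IL-10 B-KO lungs were below every IL-10 B-WT lung.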

We found that chemokines (GPR-35, CXCL15, CCL5, and CCR2) involved in the macrophages and neutrophils recruitment [19, 23–25] were significantly elevated, while the negative regulator of macrophages activation KLF2 was downregulated in *IL-10* ^B-KO^ lungs (Fig. 5C). Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analysis of the DEGs revealed that the cGMP–PKG pathway and second messenger-mediated signaling pathway are the most relevant signaling pathway, which plays a critical role in regulating the expression of the pro-inflammatory cytokines in macrophages [26] (Fig. 5D, E). 

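The 75 DEGs were tested with the KEGG pathways and GO terms given for each gene in the deposited table, by a one-sided Fisher's exact test against all 15148 genes tested, with Benjamini-Hochberg adjustment. Of 320 KEGG pathways with 5 to 500 tested genes, 0 passed an adjusted p of 0.05, and 8 had an unadjusted p of at most 0.05. The cGMP-PKG signaling pathway ranked 2nd, behind gap junction. Of its 134 tested genes 5 were DEGs (3.73%), namely Gucy1a1, Gucy1b1, Kng2, Pde5a and Trpc6, of which Kng2 was higher and the others were lower in IL-10 B-KO lungs. The p from Fisher's exact test was 5.28e-04 and the adjusted p 0.0845. Gap junction had 4 DEGs among 71 genes (adjusted p = 0.0845), Gucy1a1 and Gucy1b1 again among them. With the TPM rescaled without immunoglobulin genes, the cGMP-PKG pathway had 6 DEGs (adjusted p = 0.0137), and with no minimum fold change it had 6 and ranked 1st (adjusted p = 0.0224). Over all the alternatives its adjusted p ranged from 5.51e-05 to 1. Of 3501 GO biological process terms, 9 passed the threshold. Immunoglobulin production came first, with 21 DEGs among 55 genes (adjusted p = 4.66e-32), and the DEGs in each of the 9 were immunoglobulin genes, apart from Cd79a in 1 term and Jchain in another. The term cGMP biosynthetic process had 2 DEGs among 5 genes (adjusted p = 0.0839). The term second-messenger-mediated signaling had 3 genes annotated directly, 2 of them tested, which is below the minimum of 5 genes, so that it was not tested.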

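The gene network of Fig. 5F shows Pde5a, Pdgfrb, Cdh2, Angpt1 and Vtn among further genes. Of 32 other genes in the network, 25 were tested, 22 of which were lower and 3 higher in IL-10 B-KO lungs, with 4 DEGs. These 4 were Gucy1a1 (67.4 ± 25.4 TPM in IL-10 B-WT and 16.0 ± 8.80 TPM in IL-10 B-KO lungs, SD, n = 6 each), Gucy1b1 (65.1 ± 25.6 and 20.1 ± 8.42 TPM), Trpc6 (8.96 ± 2.53 and 3.05 ± 0.929 TPM) and Tubb4a (13.9 ± 3.24 and 4.39 ± 1.74 TPM). Their log2 fold changes were -2.07, -1.65, -1.29 and -1.51, with limma adjusted p-values of 0.0222, 0.0377, 0.0195 and 0.0208. The network weights were not analysed here.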

Further analysis revealed 5 hub genes (Fig. 5F). Intriguingly, hub genes involved in angiogenesis and repair, especially *Pde5a* [27], *Pdegfrb* [28, 29] *Cdh2* [30], and *Angpt1* [31], were significantly downregulated in *IL-10* ^B-KO^ mice compared to *IL-10* ^B-WT^ mice, indicating that B cell-derived IL-10 possibly promotes resolution of lung inflammation by downregulating these critical hub genes (Fig. 5G). 

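Of the 5 genes of Fig. 5G, each was lower in IL-10 B-KO lungs, and 3 passed the adjusted p of 0.05, namely Pde5a, Pdgfrb and Angpt1. Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061, plus strand), the receptor for platelet-derived growth factor beta, fell from 54.6 ± 15.0 to 20.3 ± 7.88 TPM (SD, n = 6 each), a log2 fold change of -1.44 (standard error 0.29, limma adjusted p = 0.0456), and the groups did not overlap (exact permutation p = 0.00217, the smallest this design gives). Angpt1 (ENSMUSG00000022309, chromosome 15, 42424723 to 42676977, minus strand) fell from 10.0 ± 3.37 to 3.55 ± 1.33 TPM (SD, n = 6 each), a log2 fold change of -1.26 (standard error 0.24, limma adjusted p = 0.0391). Its groups overlapped, because IL-10 B-KO replicate 3 (6.16 TPM) was above IL-10 B-WT replicate 1 (4.93 TPM) (exact permutation p = 0.00433). Cdh2 (ENSMUSG00000024304, chromosome 18, 16588877 to 16809246, minus strand) fell from 3.26 ± 1.35 to 0.92 ± 0.365 TPM (SD, n = 6 each), a log2 fold change of -1.11 (standard error 0.23, limma adjusted p = 0.0558) with no overlap between the groups. Vtn (ENSMUSG00000017344, chromosome 11, 78499091 to 78502324, plus strand) fell from 28.2 ± 14.2 to 6.03 ± 3.5 TPM (SD, n = 6 each), a log2 fold change of -2.0 (standard error 0.45, limma adjusted p = 0.0796), with 3 of 6 IL-10 B-KO lungs below every IL-10 B-WT lung. Adjusted over the list alone, all 10 genes of Fig. 5C and 5G had an adjusted p of at most 0.0438, but the study chose this list on these samples, so that this is not independent evidence. With quantile normalization, median centring or no filter, 0 of the 10 passed the adjusted p of 0.05 with a log2 fold change of at least 1, although 9 or 10 had an unadjusted p of at most 0.05. With each library left out in turn, 0 of the 10 passed in 5 of the 12 analyses, where 8 had an unadjusted p of at most 0.05, 1 passed in another 5, 3 without IL-10 B-WT replicate 3 and 8 without IL-10 B-WT replicate 1. The adjusted p-values of Pdgfrb and Angpt1 each stayed at or below 0.05 in 2 of these 12. From the falls in Pde5a, Pdgfrb, Cdh2 and Angpt1, the paper proposes that IL-10 from B cells possibly aids the resolution of inflammation by lowering these genes. Lower TPM in IL-10 B-KO lungs is the reverse of what such a lowering by IL-10 from B cells predicts.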

Notably, *Pde5a*, the primary metabolizing enzyme of cGMP, which can reduce cGMP levels [32], is downregulating in *IL-10* ^B-KO^ mice (Fig. 5G), suggesting that B-cell derived IL-10 may regulate macrophage activation through *Pde5a*–cGMP–PKG axis. These results indicate that IL-10 promotes ALI resolution, possibly via the cGMP–PKG pathway.

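Pde5a (ENSMUSG00000053965, chromosome 3, 122728947 to 122859374, plus strand), which encodes a phosphodiesterase that breaks down cGMP, was at 28.1, 41.7, 27.2, 62.3, 63.2 and 61.2 TPM in IL-10 B-WT replicates 1 to 6 and at 13.3, 18.7, 10.6, 18.3, 7.72 and 6.08 TPM in IL-10 B-KO replicates 1 to 6. The mean fell from 47.3 ± 17.2 to 12.5 ± 5.31 TPM (SD, n = 6 each), a log2 fold change of -1.86 (standard error 0.31, limma adjusted p = 0.0201), and every IL-10 B-KO lung was below every IL-10 B-WT lung (exact permutation p = 0.00217). With each lung left out in turn, the log2 fold change stayed between -2.0 and -1.69 and the adjusted p between 0.00763 and 0.0627. The TPM come from whole lung, and do not say in which cells Pde5a fell.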

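A list of 59 tested genes of the cGMP-PKG pathway, chosen by hand, had 42 lower and 17 higher genes in IL-10 B-KO lungs, with a median log2 fold change of -0.23. It was lower than the other genes in camera with an inter-gene correlation of 0.01 (adjusted p = 1.09e-11 over 30 lists), but not with an estimated correlation (adjusted p = 0.0952). The list was also lower in fry (adjusted p = 0.0368), which tests a list against no change and not against the other genes. Without the 6 members shown in Fig. 5F and 5G the median was -0.17 (camera adjusted p = 3.34e-07). The median of all genes tested was 0.10, so that the shift of the list was small next to the falls of Pde5a, Gucy1a1 and Gucy1b1. Gucy1a1 and Gucy1b1 are annotated to the synthesis of cGMP, which Pde5a breaks down. Their falls together do not give the direction of a change in cGMP, which these data do not measure.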

**Fig. 5:**
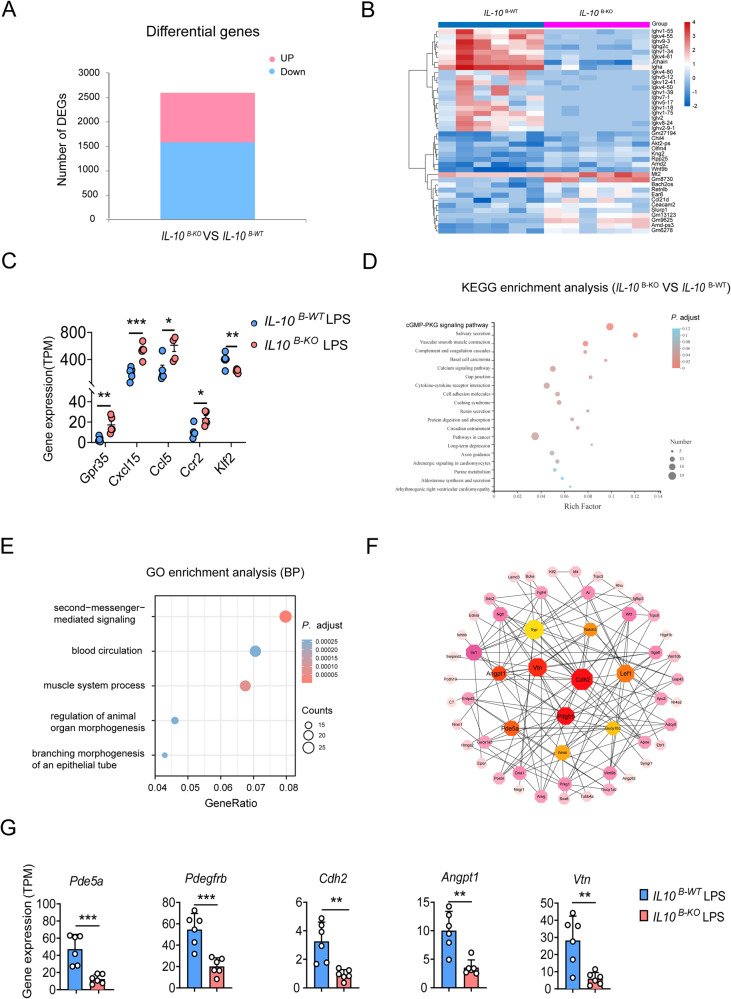
Interleukin (IL)-10 regulates PDE5A and affects the cGMP–PKG pathway in acute lung injury (ALI). **A** Gene profile changes in the lungs of *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice, analyzed by RNA-seq (*n* = 6). **B** Heatmap showing the top 20 up and down-regulated gene expression of the lung in *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice (*n* = 6). **C** Gene expression of the neutrophil-associated chemokines *Gpr35*, *Cxcl15*, *Ccl5*, *Ccr2*, and the macrophage activation-associated negative regulator *Klf2*. **D**, **E** KEGG and GO enrichment analysis. **F** Cytoscape analysis of the gene interactions network, algorithm of the network structure, and calculation of the weighted linkage between nodes to filter out the vital hub genes. **G** Expression levels of hub genes in the lung tissues of *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice (*n* = 6). Student’s *t*-test was used for the statistical analyses.

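All 20 genes drawn as upregulated in Fig. 5B had a higher mean TPM in IL-10 B-KO lungs, and all 20 drawn as downregulated had a lower mean. Of the 20 upregulated genes, 9 passed the filter on low TPM and 4 were DEGs (Kng2, Gm8730, Gm9625 and Amd-ps3). Of the 20 downregulated genes, 14 passed the filter and 10 were DEGs, and the groups did not overlap for 15 of the 20. Gm8730 (ENSMUSG00000063696, chromosome 8, 102864845 to 102865798, minus strand), a processed pseudogene, was at 596.9, 369.6, 0.70, 256.2, 351.7 and 496.2 TPM in IL-10 B-KO replicates 1 to 6 and at 1.92 TPM or less in IL-10 B-WT lungs. Its transcript matches Rplp0 at 98.7% of its bases, so that the authors' counting could have divided reads between the 2 genes.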

### An exogenous supply of IL-10 promotes the resolution of ALI

The previous results demonstrated the critical role of IL-10 in promoting ALI resolution. Therefore, we further sought to investigate whether an exogenous supply of IL-10 displayed any therapeutic potential for ALI recovery. After supplementation with exogenous IL-10, LPS-treated mice showed rapid recovery from body weight loss, fewer clinical signs, and decreased inflammatory cell infiltration to the alveolar spaces (Fig. 6A–C). We also observed reduced cytokine and chemokine production post-exogenous IL-10 supplementation along with LPS challenge (Fig. 6D, E). Similarly, hematoxylin and eosin (HE) staining showed that supplementation with exogenous IL-10 reduced lung edema and leukocyte infiltration (Fig. 6F, G and Fig. S5A). Altogether, these results suggest that an exogenous supply of IL-10 promotes recovery from LPS-induced ALI and could be employed as a long-term ALI maintenance therapy.

**Fig. 6:**
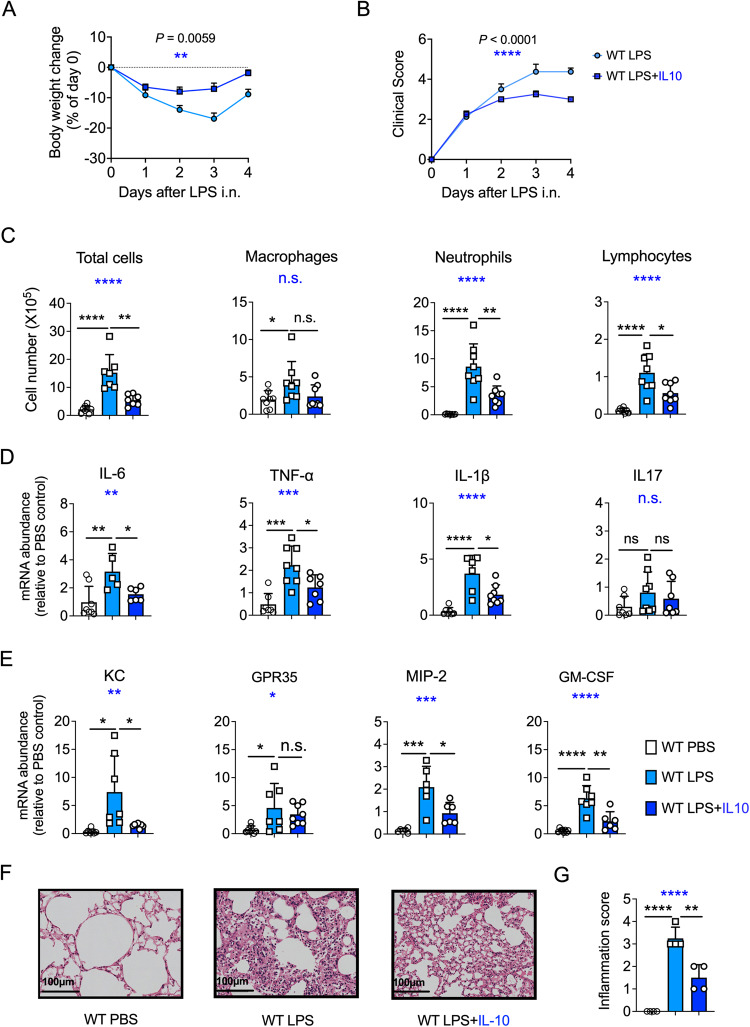
Exogenous IL-10 promotes acute lung injury (ALI) recovery. **A** Mice body weight was measured daily after intranasal (i.n.) lipopolysaccharide (LPS) administration (*n* = 8). LPS + IL-10 group was instilled with 0.1 μg of IL-10 recombinant protein on days 1 and 3 after LPS exposure. **B** Clinical signs in mice were observed (*n* = 8). **C** On day 4, after 50 μg i.n. LPS administration, bronchoalveolar lavage fluid of the WT and WT + IL-10 mice were harvested. Total cells and different types of BALF cell were counted (*n* = 8). **D** mRNA levels of IL-6, TNF-α, IL1-β, and IL-17, were detected in lung homogenates. **E** mRNA levels of KC, GPR-35, MIP-2, and GM-CSF were detected in lung homogenates. **F** The representative image of HE-stained lung sections (*n* = 4). Scale bars, 100 μm. **G** The inflammation score of the HE-stained sections (*n* = 4). **A**, **B** Two-way ANOVA was used for the statistical analyses. **C**–**E**, **G** One-way ANOVA was used for the multiple group’s statistical analyses (blue stars). Student’s *t*-test was used for the two groups’ statistical analyses (black stars).

### IL-10-producing B cells are present in humans with sepsis-induced ALI

To study whether our findings had any effect on human ARDS, we determined whether IL-10-secreting B cells can be found in patients with ARDS. Patients with sepsis-induced ARDS were enrolled, and peripheral blood mononuclear cells (PBMCs) were harvested on days 1, 3, 5, and 7 after enrollment. We found that IL-10-secreting B cells are present in patients with sepsis-induced ARDS (Fig. 7A, B) and had a higher percentage than other PBMC cells (including DCs, monocytes, and CD4^+^/CD8^+^ T cells) (Fig. 7C, D). These findings indicate that IL-10-secreting B cells are present in the bloodstream of humans with sepsis-induced ARDS and may play a critical role in its resolution.

**Fig. 7:**
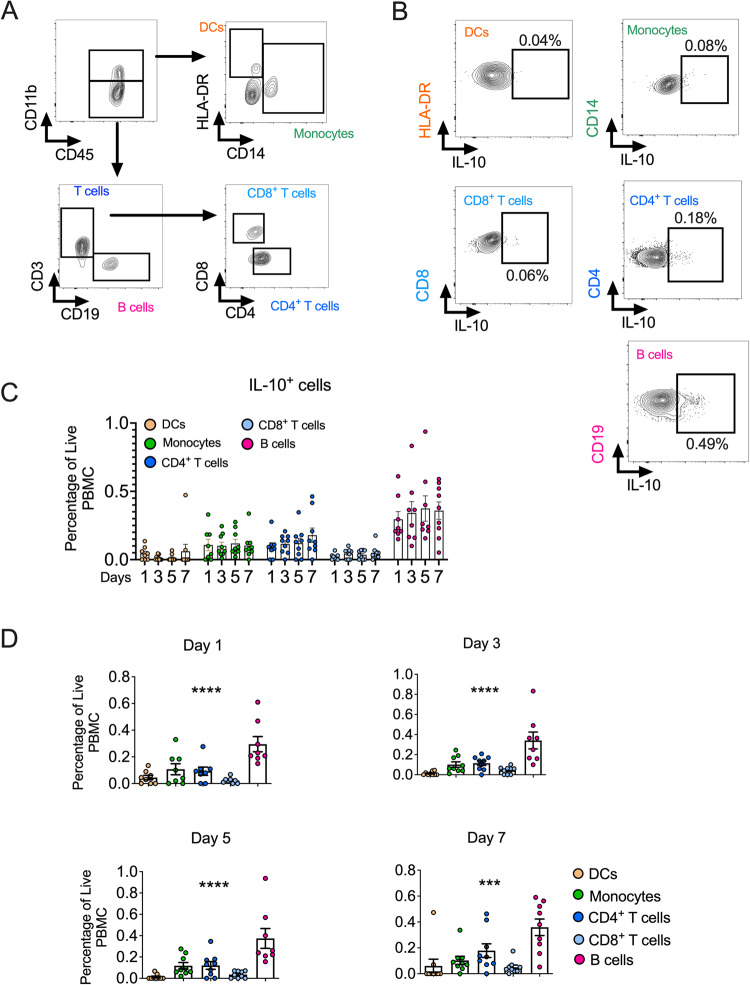
IL-10-producing B cells are present in humans with sepsis-induced ARDS. **A** Gating strategy for DCs, monocytes, B cells, and CD4^+^/CD8^+^ T cells in the peripheral blood mononuclear cells (PBMCs). **B** Flow cytometry of IL-10^+^ DCs, IL-10^+^ monocytes, IL-10^+^ CD8^+^/CD4^+^ T cells, and IL-10^+^ B cells in the PBMCs. **C**, **D** Percentage of IL-10^+^ DCs, IL-10^+^ monocytes, IL-10^+^ CD8^+^ T cells, IL-10^+^ CD4^+^ T cells, and IL-10^+^ B cells in the PBMCs over time in patients with sepsis-induced ARDS (PBMCs were collected from nine patients with sepsis-related ARDS). One-way ANOVA was used for the statistical analyses.

## Discussion

ALI is characterized by rapid alveolar-capillary injury induction, neutrophil, and macrophage infiltration-associated inflammation, and high pro-inflammatory cytokine secretion [5, 33]. The host immune system evolved to combat infection while limiting damage to the host. Although many studies investigate the role of inflammation in exacerbating ALI, little is known about how the host immune system initiates timely resolution to avoid excessive lung damage and regain lung homeostasis [34]. Furthermore, the role and the source of IL-10, a well-known anti-inflammatory cytokine, in ALI recovery are unclear. Therefore, in this study, we examined the role of IL-10 and its source cell during ALI resolution. We found that blocking IL-10 or IL-10R increased body weight loss in mice and reduced their recoverability from lung inflammation and alveolar damage, suggesting that IL-10 signaling is required for timely resolution of lung injury, consistent with the ability of IL-10 in limiting fatal tissue damage during several experimental models of infection, including *Toxoplasma gondii*, malaria, and *Trypanosoma cruzi* [21].

Macrophages and neutrophils are the most critical effector cells in lung injury [5, 35]. We found that macrophage and neutrophil infiltration to the lung and alveoli is dramatically elevated after IL-10 signaling blockade during ALI. Consistently, inflammatory cytokines secreted by macrophages (IL-6 and TNF-α) and chemokines for neutrophils recruitment (KC and GPR-35) are elevated after IL-10 signaling blockade, further exacerbating lung injury. Thus IL-10 exerts a significant anti-inflammatory effect on LPS-induced lung injury by downregulating the excessive and persistent inflammatory cell recruitment and inflammatory cytokines and chemokines secretion during ALI. This is in line with the reported ability of IL-10 in downregulating excessive inflammation in allergic airway inflammation, inflammatory bowel disease, rheumatoid arthritis, etc. [36–38].

IL-10 was discovered 30 years ago as being produced by Th2 cells [39]. Since then, several other cell types, including B cells, DCs, macrophages, and ECs, have been reported to produce IL-10 in the respiratory tract [10, 40, 41]. We tracked IL-10 production in ALI mice by using IL-10-GFP reporter mice [42], and found that IL-10 production gradually increased in the ALI process and peaked and sustained at day 4, which was correlated with the resolution of ALI. Moreover, IL-10 was primarily produced by B cells during ALI resolution. Additionally, we found that T cells are the secondary IL-10-secreting cells during ALI; however, the IL-10-secreting T cells were reported to be non-essential for ALI resolution [43]. Although IL-10 production by macrophages also has a crucial role in promoting the resolution process during LPS-induced ALI [44], we observed that macrophages is not the primary cell source of IL-10 during LPS-induced ALI. Therefore, to confirm the role of B cell-derived IL-10 in LPS-induced ALI, we constructed B cell conditional knockout IL-10 mice and found that B cell-derived IL-10 does not affect the initiation of ALI as manifested by similar infiltration of neutrophils and clinical signs between *IL-10* ^B-WT^ and *IL-10* ^B-KO^ mice following LPS stimulation at day 1. However, neutrophils were largely cleared in *IL-10* ^B-WT^ mice, along with decreased inflammatory cytokines and chemokines production at days 4 and 7, while persistent inflammation existed in *IL-10* ^B-KO^ mice. These results demonstrate the critical role of B cell-derived IL-10 in promoting inflammation resolution and hastening lung injury recovery in LPS-induced ALI.

The disruption of lung barrier structures and rupture of lung capillaries in ALI leads to altered lung permeability, resulting in increased protein accumulation in the alveoli exacerbating lung injury [45]. RNA-seq DEG analysis showed that some hub genes, such as *Pde5a* [27], *Pdgfrbβ* [29], *Cdh2* [30], *Angpt1* [31], associated with angiogenesis and wound repair healing significantly downregulated, which further suggested that B cell-derived IL-10 may influence ALI recovery by affecting angiogenesis. 

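Lists of marker genes, chosen by hand, set the falls of these genes beside those of the cells of the vessel wall. All 14 endothelial genes were lower in IL-10 B-KO lungs, with a median log2 fold change of -0.37 (camera adjusted p = 8.04e-05, not past 0.05 in fry, 0.283). All 12 pericyte genes were lower, with a median of -1.27 (camera adjusted p = 3.92e-14, fry adjusted p = 0.0203), and the 6 of them that are not shown in Fig. 5 had a median of -1.14 (camera adjusted p = 7.50e-06), although Mcam (-0.07) and Rgs5 (-0.25) among them stayed near 0. Smooth muscle genes (10 of 10 lower) had a median of -0.90 (camera adjusted p = 2.79e-08, not past 0.05 in fry, 0.115). With an estimated correlation, none of these 3 lists passed 0.05.

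**Figure D2:**
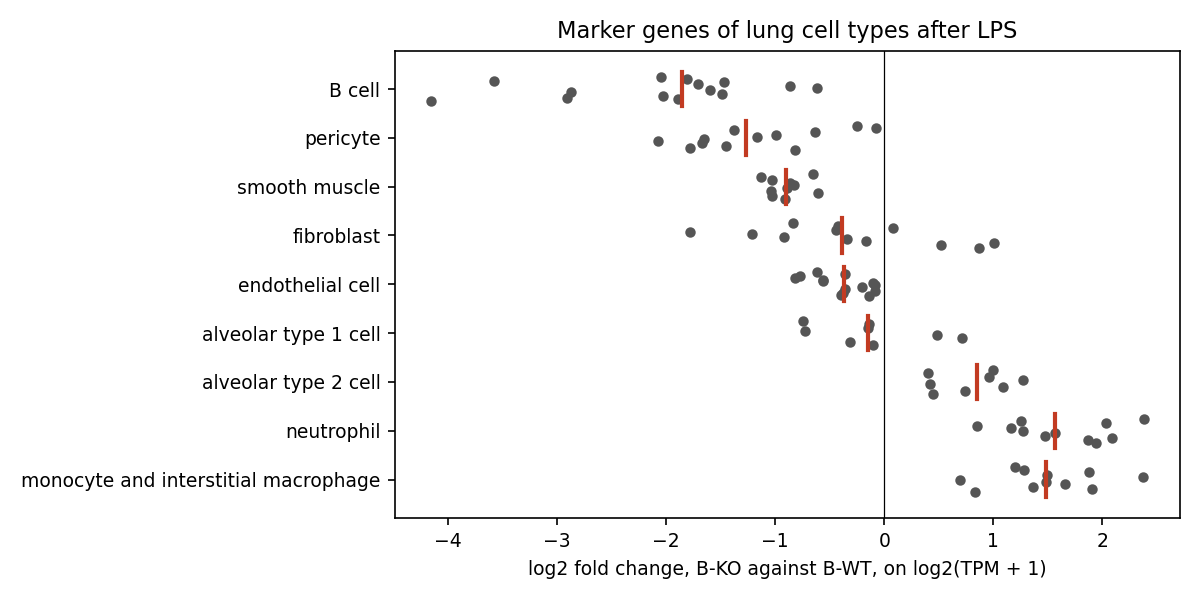
Log2 fold change between IL-10 B-KO and IL-10 B-WT lungs on log2(TPM + 1) for the genes of 9 marker lists, with a point for each gene and a vertical line at the median of each list. The pericyte median lies at -1.27 and the endothelial median at -0.37, while the neutrophil median lies at 1.57.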

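Behind gap junction and the cGMP-PKG pathway, the next KEGG pathways by p-value among the 75 DEGs were purine metabolism (3 DEGs among 105 tested genes), long-term depression (2 among 46) and renin secretion (2 among 55), each with an adjusted p of 1 (one-sided Fisher's exact test, Benjamini-Hochberg). Gucy1a1 and Gucy1b1 were DEGs in all 3, and Pde5a also in purine metabolism. Taken apart by direction, the 71 lower genes held 4 genes of the cGMP-PKG pathway (adjusted p = 0.576), and the 4 higher genes held 1 (adjusted p = 1).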

KEGG enrichment analysis of the DEGs revealed that they were mainly enriched in the cGMP–PKG pathway, which plays an essential role in regulating the expression of pro-inflammatory cytokines in macrophages [26]. 

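Genes of macrophage activation (Nos2, Il6, Tnf, Il1b, Cd86, Cxcl9 and Cxcl10) were higher in IL-10 B-KO lungs in 7 of 7 cases on the log2(TPM + 1) scale, with a median log2 fold change of 1.24 (camera adjusted p = 0.0426 over 30 lists, fry adjusted p = 0.335). The mean TPM went the other way for Tnf, 30.2 in IL-10 B-WT and 26.7 in IL-10 B-KO lungs, with IL-10 B-WT replicate 1 at 161.3, and for Cxcl9, 174.4 and 74.98. None of them was a DEG over all 12 lungs, and Il6 and Tnf had log2 fold changes of 1.12 and 1.58 with limma adjusted p-values of 0.506 and 0.521. Of the 12 leave-one-out analyses, 4 kept this list past an adjusted p of 0.05 in camera.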

Interestingly, *PDE5A*, a critical metabolizing enzyme of cGMP that can influence cGMP concentration in vivo [32], was down-expressed in the lungs of *IL10* ^B-KO^ mice and could affect the cGMP–PKG signaling pathway in the LPS-induced ALI model, suggesting that B-cell derived IL-10 may regulate macrophage activation through *Pde5a*–cGMP–PKG axis.

In addition, to validate that our findings have therapeutic significance in ALI treatment, we confirmed that an exogenous supply of IL-10 could alleviate inflammation and promote lung injury resolution in the murine ALI model. Thus, our results, together with other researches [46–49], demonstrating that IL-10 plays an important role in protecting the host from bacterial infection. Additionally, we demonstrated that IL-10-secreting B cells are present in humans with sepsis-induced ALI, and B cells are the predominant IL-10-producing cells in PMBCs. ARDS/ALI is a significant clinical concern, responsible for about 1.2 million deaths annually worldwide [50], and we believe that our work highlights the essential role of IL-10-secreting B cells in downregulating innate immune responses to mediate ALI resolution.

## Conclusion

Our findings suggest that B cell-derived IL-10 alleviates lung inflammation and promotes recovery from LPS-induced ALI by limiting excessive inflammatory innate immune response. In addition, our results demonstrate that IL-10-producing B cells are present in humans with ALI and may serve as a potential immunotherapeutic target.

### Limitations of the study

The methodology employed to establish B cells as the primary source of IL-10 in Fig. S2A must be considered in conjunction with the possibility of a minor constituent of monocytes, interstitial macrophages, NK cells, and neutrophils present within the defined B cell population. However, our findings were corroborated by immunofluorescence analysis and further supported by the observation of reduced IL-10 secretion in the BALF and lung following LPS exposure in mice with B cell-specific IL-10 loss. Moreover, Fig. 2F shows a potential subset of myeloid-derived suppressor cells (MDSCs) within the neutrophil gate defined by CD11b and Ly6G expression. MDSCs’ immunomodulatory function, linked to increased Arg-1 and iNOS expression [51, 52], may be involved in exacerbated lung inflammation post-anti-IL10 treatment in our model. However, additional research is required to confirm this relationship and its underlying mechanisms.

Although our study demonstrates the presence of IL-10-secreting B cells in patients with sepsis-induced ARDS and a higher percentage compared to other PBMC cells, the precise relationship between IL-10 levels in circulating PBMC and lung injury severity remains unclear. Additionally, while our RNA sequencing data suggests some signaling effects, it is important to note that this is based on whole lung sequencing and not specifically focused on macrophages. Further studies are required to fully understand the effect of IL-10 on the PKG/cGMP signaling pathway in lung macrophages.

## Materials and methods

### Study design

This research focuses on the regulatory work of IL-10 in ALI recovery, the detection of IL-10 source cells during ALI resolution, and the identification of the associated underlying immune mechanisms. For this, we inhibited IL-10 signaling in LPS-induced ALI mice by blocking IL-10/IL-10R and by using IL-10-specific loss in B-cell mice (*IL-10* ^B-KO^ mice). We observed the mortality and clinical signs; analyzed protein content in BALF; detected neutrophil, macrophage, and lymphocyte levels; conducted HE staining of the lung tissue sections; assessed lung inflammation; and analyzed lung chemokine-associated mRNA levels of these mice. Additionally, we conducted signaling pathway enrichment analysis by RNA-seq in *IL-10* ^B-KO^ mice and identified the hub genes associated with ALI resolution. Lastly, IL-10 recombinant protein was also used to evaluate the role of exogenous IL-10 in ALI resolution. All the test mice had corresponding controls. All the mice were kept under the same conditions and were age and sex-matched. In both our animal and human studies, to ensure objectivity and limit bias, blinding was implemented where feasible.

### Study population

Patient samples were selected from critically ill patients over 18 years old in the emergency intensive care units of Zhongshan Hospital, affiliated with Fudan University, and Minhang Hospital, affiliated with Fudan University, respectively. Based on the diagnostic criteria of Sepsis 3.0 proposed by the 2016 international consensus of Sepsis experts [53] and the Berlin definition and diagnostic criteria of ARDS [54], nine patients with sepsis-related ARDS were prospectively recruited. The demographic and clinical information of the study population is shown in Table 1. All procedures adhered to the Declaration of Helsinki and were authorized by the Zhongshan Hospital and Minhang Hospital Ethics Committees (ethics numbers B2022-086R and 2022-approval letter-023-01K, respectively). Each participant provided written informed permission. Our study was registered in the Clinical Trial Registry of China (registration No. ChiCTR2200060824).

**Table 1:** Clinical characteristics of patient cohorts.

Cohort:	Patients
**N**	**9**
**Demographics:**	
Age (year)	73.25 ± 6.16
Sexy (Male/Female)	2/7
**Underlying medical comorbidities,** ***N*** **(%)**	
Hypertensive disease	5(55.6)
Diabetes mellitus	3(33.3)
Coronary artery disease or congestive heart failure or myocardial infarction	4(44.4)
Chronic lung disease	6(66.7)
Cerebral infarction or Mental disorder	5(55.6)
Chronic kidney disease^**a**^	0
**Clinical information on day of enrollment:**	
Hours from hospital arrival to enrollment	20.06 ± 12.02
Hours from initial antibiotic initiation	3.39 ± 1.24
Documented T ≥ 37 °C, *N* (%)	9(100)
Documented SBP < 90 mmHg, *N* (%)	7(77.8)
Vasopressor therapy within 48 h, *N* (%)	5(55.6)
**SOFA score**^**b**^	8.22 ± 2.05
**Oxygenation index**	156.22 ± 61.24
**ARDS classification**^**c**^**, (*N*)**	
*Mild*	2
*Moderate*	5
*Severe*	2
**Clinical lab index:**	
WBC Count (*109/L)	23.37 ± 13.52
% Neutrophil	101.23 ± 40.72
% Lymphocytes	7.09 ± 5.51
% Monocytes	13.56 ± 28.07
C reactive protein (mg/l)	118.92 ± 91.78
Procalcitonin, PCT (ng/ml)	3.14 ± 2.89
Serum lactate (mmol/dL)	3.66 ± 1.96
**Endotracheal intubation,** ***N*** **(%)**	6(66.7)
**Duration of mechanical ventilation (hours)**	108.50 ± 71.86
**Clinical outcomes variables:**	
ICU stays (days)	15.67 ± 6.16
Death during index illness and/or hospitalization, *N* (%)	2(22.2)
Second hospital admission within 30 days, *N* (%)	1(14.3)
Mortality(90-day), *N* (%)	3(33.3)

All continuous values were expressed as mean ± SD.

^a^Tips: Chronic kidney disease greater than stage 3, its glomerular filtration rate <60 ml /min.

^b^Sequential Organ Failure Assessment (SOFA) score was performed on the day of admission, scoring criteria for assessing disease severity based on the functional status of six organ systems.

^c^Berlin criteria for the diagnosis of ARDS in adults.

### Blood sample collection, processing, and analysis

Peripheral blood samples (5 ml EDTA tube) were harvested at four-time points on days 1, 3, 5, and 7 after the patients were enrolled, and the blood samples were processed within 2 h to extract all PBMCs. The PBMCs with cell cryopreservation were frozen at −80 °C for subsequent flow cytometry.

Surface staining of Fc-blocked PBMCs with anti-CD45, anti-CD11b, anti-CD3, anti-CD19, anti-CD14, anti-CD4, anti-CD8, where intracellular staining was performed with anti-IL-10. Then, the FACSAria (BD Biosciences) was used to evaluate the cells, and the FlowJo program was used to analyze the resulting data (Tree Star Inc.).

### Mice

IL-10-IRES-EGFP mice have been described previously [42]. B cell-deficient μMT mice (Jackson Laboratory), *IL-10* ^*flox/flox*^ mice, and *mb1*cre mice were all bred in Zhaoqing Huaxia Kaiqi Biotechnology Co. Ltd. All of the mice had a C57BL/6 J genetic background and were raised in a specialized environment free of pathogens. *IL-10* ^B-KO^ mice, with impaired B, cell-derived IL-10 secretion, were obtained by mating *IL-10* ^*flox/flox*^ with *mb1-*cre mice. The Animal Ethics Committee of Guangzhou Medical University approved all animal experiments (Project number: 2019-273; S2023-154; Casgene-202212010057). Approximately 150 mice were used for the relevant study. Each protocol was in accordance with the Guide for the Care and Use of Laboratory Animals.

### Reagents

We bought LPS (*Escherichia coli* O111:B4; L2630-100MG) from Sigma. Types of anti-mouse antibodies used in flow cytometry were as follows: anti-CD45 (30-F11), anti-CD206 (MR6F3), anti-CD11c (N418), anti-CD11b (M1/70), anti-MHC-II (M5/114.15.2), anti-CD86 (GC1), anti-CD19 (1D3), anti-CD3 (145-2C11), anti-DAPI, and anti-CD326 (clone G8.8). RNAi Plus (Cat# 9190) and RNA inversion kit was purchased from Takara; Enzyme-Linked Immunosorbent Assay (ELISA) kit for IL-6, TNF-α, KC, and MIP-2 ELISA kits were obtained from BD and R&D. Purified anti-IL-10 (JES5-16E3) and anti-IL-10R (1B1.3a) were purchased from Invitrogen and BioLegend, respectively. Recombinant murine IL-10 (cat# 200-10-2) was obtained from PeproTech.

### Lung injury models

WT, *IL-10* ^B-WT^, *IL-10* ^B-KO^, μMT mice, and GFP(IL-10) *Tiger* mice were instilled with LPS (50 μg) or PBS. Mice were sacrificed on days 0, 1, 4, and 7. BALF was obtained after lung perfusion with PBS, and the lungs were subsequently excised for further analysis.

In experiments aimed at blocking IL-10, mice were anesthetized using pentobarbital. On the first- and third-days following exposure to LPS, intranasal administration of 10 µg of anti-IL-10 or mouse IgG2b isotype (eB149/10H5, eBioscience) was performed. In parallel, experiments aimed at blocking the IL-10 receptor (IL-10R) involved the intranasal administration of 50 µg of anti-IL-10R or IgG1 isotype (Ebrg1, Invitrogen) on days 1 and 3 post-LPS exposure.

For experiments utilizing recombinant interleukin-10 (IL-10), mice were initially anesthetized with pentobarbital and then randomly divided into three groups. Two of these groups were subjected to intranasal administration of LPS to induce ALI, while the third group served as a control and was administered PBS. Among the ALI model groups, one was treated with 0.1 µg of IL-10 recombinant protein on days 1 and 3.

### Clinical symptom score

Mice were weighed daily before and after receiving 50 μg of *E. coli* LPS, and their morbidity was assessed quantitatively by a blinded method. Each symptom received a one-point clinical score, which comprised weight loss (>10%), rash, oozing eyes, shortness of breath, and fatigue.

### BALF analysis

Mice were sacrificed, and their BALF was harvested twice by gentle perfuse of the lungs with 1 mL PBS. A bicinchoninic acid (BCA) kit to determine the protein level of the BALF supernatant was used (Pierce). Additionally, different cell types were counted using Cellometer (Nexelcom) after Cytospin and Wright–Giemsa staining. The percentage distribution of neutrophils, lymphocytes, and macrophages was assessed by counting 300 cells in each sample and calculating the total number of each cell type in BALF.

### Flow cytometry and sorting

Mouse lungs were excised, cut into pieces, and placed into culture tubes containing 5 ml digestion buffer with 1 mg/ml IV collagenase and 5 U/ml DNaseI. Lung tissue was digested and filtered via a 70 mm cell filter. Next, the cells were extracted, and the total number of cells was counted.

Anti-mouse CD16/32 was incubated with collected cells for 40 min at 4 °C to prevent nonspecific binding. Following the staining of the cells with antibodies, cell type analysis was performed using FACSAria (BD Biosciences). To sort B cells in lung mice, we incubated single cell suspension with anti-CD45, anti-CD19, and anti-MHCII, then sorted on BD FASAriaIII.

### Real time-PCR

Utilizing RNAiso Plus (TaKaRa) to separate the total RNA from the lung tissues, reverse transcription was carried out using an RNA inversion kit (TaKaRa). As an internal control, actin was used, and the relative expression of genes was evaluated using the ΔΔCt quantification and expressed as fold-changes in contrast to PBS-treated controls.

### RNA-Seq analysis

Gene expression levels were computed using transcripts per million reads (TPM). Gene richness was measured using RNA-Seq by Expectation-Maximization. DEGs analysis was performed using the DESeq2 [55]/DEGseq [56]/edgeR [57]/Limma/NOIseq [58], DEGs with a fold of change ≥1 and *P* adjust value ≤0.05 (DESeq2 /edgeR /Limma) /*P* adjust ≤0.001 (DEGseq) /Prob >0.8 (NOIseq) considered to be significant DEGs. GO and KEGG functional analyses were also carried out to determine which DEGs were significantly enriched in GO and KEGG pathways at *P* adjust <0.05 compared to the full transcriptome.

### Histological analysis

Mice lung fixed with 4% paraformaldehyde was sectioned and stained with HE. The samples were then analyzed under a Nikon E200 microscope for inflammatory cell infiltration, alveolar edema, and tissue destruction. Inflammation score measures inflammatory cell infiltration in the primary bronchus and surrounding major blood vessels, rated as follows: 0: No cells; 1: Minimal cells; 2: Unevenly distributed cells; 3: Abundant, evenly distributed cells; 4: Significant clustering of cells. The total lung injury score is the sum of these ratings, verified by experienced pathologists.

### Immunofluorescence analysis

IL-10 GFP mice were subjected to LPS infection, and after 4 days, lung tissue was harvested for subsequent preparation as cryosections. The sections were then stained with anti-CD19 antibody and analyzed via immunofluorescence microscopy utilizing a Zeiss microscope.

### Statistical analysis

An unpaired two-tailed Student’s *t*-test was used to examine group differences using PRISM (GraphPad, San Diego, CA, USA). One-way ANOVA was used for the comparison among multiple groups of statistical analyses. The two-way ANOVA test was used to compare two trends over time. Statistical significance was set at *P* < 0.05, and data were presented as means ± standard error of the mean (SEM). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; n.s. not significant.

## Supplementary information

checklist

Supplementary file

Original Data File

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

## Data Availability

All the information required to determine and assess the conclusions in the study is provided in the paper or supplemental resources. Raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) repository with the accession code GSE236391.

# Supplementary material for: B cell-derived IL-10 promotes the resolution of lipopolysaccharide-induced acute lung injury
**Source:** Cell Death Dis. 2023 Jul 13;14(7):418. doi: 10.1038/s41419-023-05954-2
**Supplement:** Supplementary file 1 — checklist

Corresponding Author Name: Guojun Qian

Manuscript Number: CDDIS-23-0752

## Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

✓ ☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

### Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

### Reported in section/paragraph or page #

|  |
|--|
|  |
|  |
|  |
|  |
|  |

4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #)

For animal studies, include a statement about blinding even if no blinding was done.

5. For every figure, are statistical tests justified as appropriate?

Do the data meet the assumptions of the tests (e.g., normal distribution)?

Is there an estimate of variation within each group of data?

Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)

|  |
|--|
|  |
|  |
|  |
|  |
|  |
|  |

### Reagents

Reported in section/paragraph or page #

6. Report the source of antibodies (vendor and catalog number)
7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination

|  |
|--|
|  |
|  |

### Animal Models

Reported in section/paragraph or page #

8. Report species, strain, sex and age of animals
9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.

|  |
|--|
|  |
|  |

10. We recommend consulting the ARRIVE guidelines ([PLoS Biol. 8\(6\), e1000412,2010](https://doi.org/10.1371/journal.plosbio.1000412)) to ensure that other relevant aspects of animal studies are adequately reported.

## Human subjects

### Reported in section/paragraph or page #

11. Identify the committee(s) approving the study protocol.

12. Include a statement confirming that informed consent was obtained from all subjects.

13. For publication of patient photos, include a statement confirming that consent to publish was obtained.

14. Report the clinical trial registration number (at [ClinicalTrials.gov](https://clinicaltrials.gov) or equivalent).

15. For phase II and III randomized controlled trials, please refer to the [CONSORT statement](#) and submit the CONSORT checklist with your submission.

16. For tumor marker prognostic studies, we recommend that you follow the [REMARK reporting guidelines](#).

## Data deposition

### Reported in section/paragraph or page #

17. Provide accession codes for deposited data. Data deposition in a public repository is mandatory for:
- Protein, DNA and RNA sequences
  - Macromolecular structures
  - Crystallographic data for small molecules
  - Microarray data

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under "**Code availability**" to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability.

# Supplementary material for: B cell-derived IL-10 promotes the resolution of lipopolysaccharide-induced acute lung injury
**Source:** Cell Death Dis. 2023 Jul 13;14(7):418. doi: 10.1038/s41419-023-05954-2
**Supplement:** Supplementary file 2 — Supplementary file

**Supplementary Figures Legends**

**Fig. S1. Interleukin (IL)-10 signaling blockade leads to exacerbated lung inflammation.**

**(A)** The remaining images depicting HE stained sections of mouse lung tissue for Figure 1E. Scale bars, 100 μm. **(B)** Gating strategy for macrophage (MF), M1 macrophage (M1), M2 macrophage (M2), dendritic cell (DC), monocytes (Mono), and neutrophils (Neu). **(C)** DC, Mono, and M2 numbers in the lungs (n = 6–8). **(D)** BALF level of Neutrophil chemokines in anti-IL-10 or anti-IL-10R mice (n = 6–8). Student's t-test was used for the statistical analyses.

**Fig. S2. LPS-induced lung injury in GFP(IL-10) *Tiger* mice.**

**(A, B)** Gating strategy for dendritic cell (DC), macrophage (MF)/monocyte (MO), T cell, B cell, and epithelial cell (EC) populations in the lung. **(C, D)** We continuously measured Mice's Body weight changes and clinical signs for one week after LPS exposure (n = 6). **(E)** The total BALF number of cells were counted on the 0, 1, 4, and 7 days after LPS exposure (n = 5–6). **(F)** The remaining images illustrating the immunofluorescence analysis of mouse lung tissue after four days of LPS exposure for Figure 3E. Scale bars, 20 μm.

**Fig. S3. Delayed recovery of acute lung injury (ALI) in B-cell-deficient mice.**

**(A)** The clinical symptoms of mice were observed (n = 9). **(B)** On days 1, 4, and 7 after 50 μg i.n. LPS administration and bronchoalveolar lavage fluid (BALF) of the WT and μMT mice were harvested, and the protein level was determined (n = 8–9). **(C, D)** Total cell numbers and different cell types were measured in BALF (n = 8–9). **(A, B, C, D)** Two-way ANOVA was used for the statistical analyses (blue stars). **(B, C, D)** Student's t-test was used for the two groups statistical analyses (black stars).

**Fig. S4. Deleted the IL-10 in B cells by crossing *Il10* ^fl/fl^ mice with Mb1-Cre mice.**

**(A).** Mice lung cells were harvested and suspended for incubation with DAPI and a suite of antibodies including anti-CD45, anti-CD19, and anti-MHCII. Subsequently, a flow cytometry-based FACS sorting method was employed on a FACSAria III platform to isolate B cells for downstream analysis. **(B).** Isolated B cells underwent analysis for the relative mRNA expression of IL-10 using RT-qPCR (n = 6). **(C).** The remaining images depicting HE stained sections of mouse lung tissue for Figure 4E. Scale bars, 100 μm. Student's t-test was used for the two groups statistical analyses.

**Fig. S5. Exogenous IL-10 administration alleviates lung injury in mice.**

**(A).** The remaining images depicting HE stained sections of mouse lung tissue for Figure 6F. Scale bars, 100 μm.

# Supplementary material for: B cell-derived IL-10 promotes the resolution of lipopolysaccharide-induced acute lung injury
**Source:** Cell Death Dis. 2023 Jul 13;14(7):418. doi: 10.1038/s41419-023-05954-2
**Supplement:** Supplementary file 3 — Original Data File

This study does not involve Western blots.

How the deposited data were processed for this re-analysis (not part of the article)

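Lungs of 12 mice, 6 IL-10 B-WT and 6 IL-10 B-KO, all given 50 µg of LPS and taken on day 4, were analyzed from 1 table. The authors deposited the values as TPM, which they calculated per gene with RSEM, 1 column per library and without pooling. TPM are scaled by gene length and to a common library total, and were rounded to 2 decimals. The aligner, the versions, the genome build and the annotation release are not named in the paper's text. The table holds 55414 genes, of which 23785 are at 0 in all 12 libraries and 1401 have no symbol. It pairs 8436 genes with KEGG pathways and 35319 with GO biological process terms. Each column was matched to its sample by its name, and 0 columns of per-sample values were left unused. No pair of libraries had identical values, and Spearman's rho across genes lay between 0.894 and 0.921 within a genotype and between 0.893 and 0.920 across genotypes (genes are not independent replicates).

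TPM keep no depth, so that the number of reads behind each value is unknown, no counting error or detection limit can be given, and no count model was fitted. The precision rests on the spread between the 6 lungs of each genotype alone. Since all values of a library share 1 total, a group of genes that takes a large share lowers the TPM of the others. This was examined by rescaling the TPM without immunoglobulin genes, by quantile normalization and by centring each library on its median.

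Differential expression was calculated with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(TPM + 1), with genotype as the only term, over 15148 genes with a TPM of at least 1 in at least 6 libraries. P-values were adjusted by Benjamini-Hochberg, and DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper lists 5 tools with a threshold for each and its text does not say which gave its DEGs. It also names Student's test for Fig. 5, in place of which exact permutation tests were used. The genes named individually were fixed by a rule before the data were examined: every gene the paper names for this experiment, Il10, Cd79a, the genes of Fig. 4I and 4J, the 5 largest rises and 5 largest falls past the threshold with non-overlapping groups (3 rises met this), and members of a list when it is described.

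Over-representation was tested by a one-sided Fisher's exact test for KEGG pathways and GO terms with 5 to 500 tested genes. Lists of marker and response genes, 31 in number and written before the data were examined, were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. Of these, 30 had at least 3 tested genes. The list for Xist holds 1 gene and was not tested. Coordinates, transcript lengths and GC content came from GENCODE release M21 on GRCm38, which matched 52081 genes by ID. The other calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and edlib 1.3.9.post1.

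The tests were first run on simulated data. In 15148 simulated genes, 87 of 100 genes changed by 2 and 93 of 100 genes changed by 3 on the log2 scale were called, with 3 unchanged genes called. Of 100 random lists, drawn from the unchanged genes alone, 0 had a p of at most 0.05 in camera and 0 in Fisher's exact test. A planted list ranked 1st in both. With so few unchanged genes called, the 0 in Fisher's exact test was nearly fixed in advance. The genes were simulated independently of each other, so that the error rate of camera with correlated genes was not examined. Of 100 random pathways, 0 passed an adjusted p of 0.05.

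The alternatives were a pseudocount of 0.1, no filter, a mean TPM of at least 5, rescaling without immunoglobulin genes, quantile normalization, median centring, array quality weights, the replicate number as a block, and each library left out in turn. Other thresholds were also tried for the count of DEGs, and other gene sets for over-representation and the lists. The network of Fig. 5F was not analysed here.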

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

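The tests of pseudogenes against their parent genes, of mislabelling, of Rplp0, of neutrophil genes and of detected genes below were chosen only after the result was seen. Values of individual genes, as log2(TPM + 1), and of library measures were examined in 60 groups of 6 lungs for a lung whose gap to the nearest other lung was larger, as a share of the range of its group, than Dixon's critical value. A lung stood apart in 7 groups, where about 1 in 20 groups would do so by chance.

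IL-10 B-KO replicate 3 had 1.41 TPM of the pseudogene Gm9625, where the other IL-10 B-KO lungs had between 36.6 and 66.99 TPM and no IL-10 B-WT lung exceeded 0.85 TPM. Gm8730 and Amd-ps3 were also low in this lung, at 0.70 and 1.02 TPM. A mislabelled lung is argued against by Cd79a, which was at 0 TPM in IL-10 B-KO replicate 3 and at 15.3 TPM or more in IL-10 B-WT lungs. A fixed share of reads taken from the parent genes Rplp0 and Amd1 is ruled out, because each of the 3 pseudogenes rose by a log2 fold change at least 2.54 above that of its parent, more than 2 standard errors of the difference, a limit chosen after the values were seen. A share that differs between mice is not ruled out by this. Sequence differences between mice against the reference genome cannot be told apart from a change in transcription, because no reads were analysed, and Rplp0 itself moved by a log2 fold change of 0.089 (limma adjusted p = 0.906). A candidate explanation is therefore a variant in a parent gene or a copy that most, but not all, of the IL-10 B-KO mice carried, which was not tested.

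The same IL-10 B-KO replicate 3 had 6.16 TPM of Angpt1, where the other IL-10 B-KO lungs had 2.51 to 3.40 TPM. Without it the log2 fold change of Angpt1 was -1.40 (limma adjusted p = 0.0426). No technical explanation was tested for this value, and a difference between mice within the genotype stays open.

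IL-10 B-WT replicate 2 had 258.6 TPM of Cd79a, and immunoglobulin genes took 15.4% of its TPM. No other IL-10 B-WT lung had more than 24.8 TPM of Cd79a or 2.19% of TPM on immunoglobulin genes. Library composition does not account for the fall of immunoglobulin genes in IL-10 B-KO lungs, because the median log2 fold change of the 39 changed ones was -5.86 after rescaling without them. Without this library 56 genes passed. Lymphoid tissue in that lung sample was not tested.

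IL-10 B-WT replicate 1 had 7.64 TPM of Il6, where the other IL-10 B-WT lungs had 0.13 to 0.68 TPM, and IL-10 B-KO replicate 5 had 36.3 TPM, where the other IL-10 B-KO lungs had 0.93 to 4.15 TPM. Leaving out IL-10 B-WT replicate 1 raised the number of DEGs from 75 to 576. A swap of this lung with an IL-10 B-KO lung is argued against by its immunoglobulin share of 0.248%, above the 0.0647% of the highest IL-10 B-KO lung. Fewer detected genes are argued against by its 24138 genes above 0 TPM, where another IL-10 B-WT lung had 21380. A stronger neutrophil response in this mouse may account for its place, since 9 of 11 neutrophil genes were highest in it among the IL-10 B-WT lungs, a hypothesis found and tested on the same lungs.

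Mitochondrial genes took 30.5% of the TPM of IL-10 B-WT replicate 5, and at most 13.4% in the other IL-10 B-WT lungs. Array quality weights gave this library the lowest weight, 0.157. Without it 23 genes passed. No explanation was tested for this share.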

How the results depend on the processing

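DEGs numbered 75 (4 higher, 71 lower). The number was within 1.5 times of this with a pseudocount of 0.1, with a mean TPM of at least 5, with rescaling without immunoglobulin genes and with no or a 1.5-fold minimum fold change. It was 6 (1 higher, 5 lower) with no filter, which tests more genes, 39 (35 lower) with quantile normalization, 36 (2 higher, 34 lower) with median centring, 318 (81 higher, 237 lower) with array quality weights, 6 (1 higher, 5 lower) at an adjusted p of at most 0.01, and 647 (375 higher, 272 lower) at an unadjusted p with the fold minimum. The higher genes were 5.33% of DEGs, and 25.5% with array quality weights. Of the 75 genes, 35 remained with median centring, 38 with quantile normalization and 73 with array quality weights. Median centring moved the median log2 fold change of all genes from 0.10 to -0.0085. Apart from the thresholds and the number of genes tested, the cause of these changes was not tested.

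Across the 12 analyses that each left out 1 library, DEGs ranged from 15 (without IL-10 B-KO replicate 5) to 576 (without IL-10 B-WT replicate 1), with 0 to 344 higher and 15 to 232 lower. Without IL-10 B-KO replicates 1, 4 or 5 the number of higher genes was 0, with 754, 869 and 509 genes higher at an unadjusted p of at most 0.05. This 0 says nothing about the stability of the 4 higher genes. With any IL-10 B-KO library left out they no longer reached 1 TPM in 6 libraries and were not tested, apart from Gm8730 without IL-10 B-KO replicate 3. In the same way 6 or 7 of the 75 genes were not tested when an IL-10 B-WT library was left out. Of the 10 genes of Fig. 5C and 5G, 0 to 8 passed across these analyses, the 8 without IL-10 B-WT replicate 1.

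Of these 10 genes, 3 passed the threshold. The number was 0 with no filter, quantile normalization or median centring (with 9, 10 and 10 at an unadjusted p of at most 0.05), and 6 with array quality weights. The log2 fold change of Pde5a kept its direction throughout. Its adjusted p rose above 0.05 with no filter (log2 fold change -1.86, adjusted p = 0.0815), quantile normalization (-1.95, 0.0683) and median centring (-1.96, 0.0744), and it ranged from -2.0 to -1.69 with each library left out.

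The adjusted p of the cGMP-PKG pathway (0.0845) passed 0.05 with rescaling without immunoglobulin genes (0.0137) and with no fold minimum (0.0224). With each library left out it ranged from 0.0304 (without IL-10 B-WT replicate 1) to 1. In gene sets chosen after seeing the data it was 0.0333 (unadjusted p with the fold minimum), 0.0150 (unadjusted p alone) and 5.51e-05 (unadjusted p alone, no filter), and over the libraries plotted for chemokines in Fig. 5C, also chosen after seeing the data, it was 0.177.

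Of 30 gene lists, 20 passed in camera at the preset correlation, 17 to 22 with a library left out, 4 in fry (plasma cell, pericyte, cGMP-PKG and mesothelium) and 0 with an estimated correlation, where 5 had an unadjusted p of at most 0.05. The B cell list (median log2 fold change -1.85) had an adjusted p of 0.0833 in fry and 0.257 with an estimated correlation. With an estimated correlation the plasma cell (-3.57), pericyte (-1.27) and cGMP-PKG (-0.23) lists each had an adjusted p of 0.0952.

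Further alternatives were chosen after seeing the data. With the libraries plotted for chemokines in Fig. 5C (without IL-10 B-WT replicate 1 and IL-10 B-KO replicate 2), 1430 genes passed (1043 higher, 387 lower), 10 of the 10 genes passed, and with no fold minimum 2228 passed (1521 higher, 707 lower). At an unadjusted p with no fold minimum 1899 genes passed (1034 higher, 865 lower), and without the filter 2587 (1223 higher, 1364 lower).

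The replicate numbers did not pair the lungs: the correlations of deviations from the group means of same-numbered lungs were -0.16, 0.05, -0.09, 0.03, -0.29 and -0.14. With the replicate number as a block, 45 genes passed (2 higher, 43 lower), 0 of the 10 genes (10 at an unadjusted p of at most 0.05), and the log2 fold change of Pde5a was -1.86 (adjusted p = 0.0806).

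For the other 50 results (single genes and further lists), 449 comparisons with another setting kept the result on its side of the threshold, 53 made it weaker and 15 stronger. Where 1 library was left out, the numbers were 502, 46 and 16. No result past the threshold reversed. Count models were not run, since the table holds no counts. The depth is unknown, so that its limits on genes with low TPM were not assessed.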

Differences from the paper's values

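The paper reports 2609 DEGs, 1018 upregulated and 1591 downregulated, where 75 passed here, 4 higher and 71 lower. None of the alternatives set before the data were examined brought the total, the upregulated or the downregulated number within 1.5 times of the paper's. Settings chosen after seeing the values came nearer. At an unadjusted p of at most 0.05 with no fold minimum, 1899 genes passed (1034 higher, 865 lower), and with no filter 2587 passed (1223 higher, 1364 lower). Over the libraries plotted for chemokines in Fig. 5C, 1043 genes were higher and 387 lower, and with no fold minimum 2228 passed in all (1521 higher, 707 lower). In these settings, apart from the one with no filter, more genes were higher than lower, the reverse of the paper's balance.

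The share of cGMP-PKG pathway genes that were DEGs was 3.73%, where Fig. 5D shows about 10%, read by eye. Of the alternatives set before the data were examined, array quality weights (6.72%) and the analysis without IL-10 B-WT replicate 1 (9.77%) came within 1.5 times of this and the others did not. An unadjusted p with the fold minimum, applied to over-representation after seeing the values, gave 10.4%, and the libraries plotted for chemokines in Fig. 5C gave 14.6%. An unadjusted p with no fold minimum gave 23.1%, and 20.5% with no filter.

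The paper states that Gpr35, Cxcl15, Ccl5 and Ccr2 were significantly elevated. Over all 12 lungs their adjusted p-values (limma, Benjamini-Hochberg) were 0.362, 0.330, 0.281 and 0.381. All 10 genes of Fig. 5C and 5G passed the threshold over the libraries plotted for chemokines in Fig. 5C, a setting chosen after seeing the values. Without IL-10 B-WT replicate 1, the log2 fold change of Cxcl15 (adjusted p = 0.0483) and the log2 fold change of Ccl5 (adjusted p = 0.0467) passed, and no other alternative set before the data were examined brought any of these 4 genes past 0.05. Klf2, Cdh2 and Vtn, which the paper shows as falling, had adjusted p-values of 0.0961, 0.0558 and 0.0796. With array quality weights these were 0.00965 (log2 fold change of Klf2), 0.0328 (log2 fold change of Cdh2) and 0.0229 (log2 fold change of Vtn), and without IL-10 B-WT replicate 1 they were 0.00763, 0.0192 and 0.00733. Cdh2 also passed without IL-10 B-WT replicate 3 (0.0460).

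The paper gives the cGMP-PKG pathway and second messenger-mediated signaling as its most relevant terms. Here the cGMP-PKG pathway ranked 2nd of 320 with an adjusted p of 0.0845. With the TPM rescaled without immunoglobulin genes it passed and ranked 2nd of 2 pathways that passed (0.0137), with no fold minimum it was the only 1 to pass (0.0224), and without IL-10 B-WT replicate 1 it ranked 19th, where 25 passed and osteoclast differentiation came first (0.0304). It did not pass with any other alternative set before the data were examined. In sets chosen after seeing the values it ranked 17th with an unadjusted p and the fold minimum, where 18 passed (0.0333), 10th with an unadjusted p alone, where 22 passed (0.0150), 3rd with the same and no filter, where 68 passed (5.51e-05), and 81st over the libraries plotted for chemokines in Fig. 5C, where 52 passed and it did not (0.177). The GO terms that passed were led by immunoglobulin production (adjusted p = 4.66e-32).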

Other observations

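The tests of the genes lost after the GC content and length trends were removed, and of how equally the pericyte markers fell, were chosen only after the result was seen. The number of DEGs was compared over 100 splits of the 12 lungs into 6 and 6, of 462 possible, the real split included. At least 75 DEGs were found in 3 of the 100, and the other splits among them gave 97 and 1135. A split of the lungs at random is thus an uncommon source of 75 DEGs, but larger numbers occurred.

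Flanking DNA of the targeted alleles does not account for the DEGs. Within 10 Mb of Cd79a, leaving out Cd79a, 0 of 288 tested genes were DEGs (Fisher's exact test, p = 1), and within 10 Mb of Il10 1 of 114 was, Prelp (p = 0.433). All lungs were male by Ddx3y, with 8.73 TPM as the lowest value. After the trends of log2 fold change with GC content and transcript length were removed, 29 of the 75 DEGs remained, so that these trends are not the whole cause. Of the 46 genes lost, 38 were also lost on median centring alone, and for those 38 the trends and the centring cannot be told apart, since the fit that removes the trends also centres the libraries. Spearman's rho with GC content was -0.017 and with length -0.085, across genes.

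Immunoglobulin genes fell together with other B cell genes. All 12 B cell markers outside the immunoglobulin genes were lower in IL-10 B-KO lungs, with a median log2 fold change of -1.80, which is consistent with fewer B lineage cells in these lungs. A loss of antibody-secreting cells alone, with B cells present, is argued against by the same 12 of 12 lower B cell markers. The scale of TPM is argued against as well, since the 39 changed immunoglobulin genes had a median of -5.86 after rescaling without them. Cd79a is itself altered by the Mb1-Cre allele, so that its fall alone does not count cells. Pax5 fell with a log2 fold change of -2.87 (limma adjusted p = 0.0731). Whether the lungs held fewer B cells before LPS was not analysed here.

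The genes of Fig. 5G fell together with pericyte markers that the study did not name. These 6 markers had a median of -1.14 but fell unequally. Notch3 (-1.78) and Ndufa4l2 (-1.67) fell, while Rgs5 (-0.25, limma adjusted p = 0.802) and Mcam (-0.07, adjusted p = 0.896) stayed near 0. A lower share of pericyte RNA in IL-10 B-KO lungs predicts falls of a similar amount. This was not met for Mcam (standard error 0.22). Rgs5 was low, at 4.10 TPM in IL-10 B-WT and 3.57 TPM in IL-10 B-KO lungs, and imprecise (standard error 0.41). Whether the Mcam RNA of whole lung comes from pericytes alone was not examined, so that neither marker decides on a loss of pericytes. A lower share as the cause, in whole or in part, stays open, and cannot be told apart from a change in some of these genes alone. Dilution of all resident cells by leukocytes is argued against by alveolar type 2 markers, which had a median of 0.85 and were higher in 8 of 8 cases. A change in transcription within pericytes was not tested and stays open.

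The clock list of the Dbp phase had a median log2 fold change of -0.42 (7 of 9 lower, camera adjusted p = 0.00704, fry 0.379) and the Bmal1 phase list 0.22 (4 of 5 higher, camera adjusted p = 0.238). Sampling at different times of day cannot be told apart from genotype, since the times are not given.

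The remaining lists are given by their median log2 fold change, and all adjusted p-values are from camera unless stated. Myeloid and inflammatory lists were higher in IL-10 B-KO lungs: neutrophil 1.57 (11 of 11 genes, adjusted p = 6.02e-07, fry 0.0607), monocyte and interstitial macrophage 1.48 (11 of 11, 1 of them Ccr2, which the study named, 6.89e-06), alveolar macrophage 0.57 (0.0104), interferon response 1.15 (0.00462), glucocorticoid response 0.94 (0.00320) and proliferation 0.92 (0.00150). Mesothelium (1.20, 3 genes) had 0.00431 and alveolar type 2 0.00230. Lower lists were plasma cell -3.57 (1.67e-21), B cell -1.85 (4.85e-14), cardiac muscle -1.19 (3.39e-04), erythroid -1.24 (0.00230), ciliated cell -0.51 (0.00485) and fibroblast -0.39 (0.00486). The study shows 3 members of the plasma cell list and 6 of the pericyte list. Lists that did not pass 0.05 were club cell -0.67, skeletal muscle -0.37, type 2 response 0.95, NK cell 0.29, T cell -0.17, alveolar type 1 -0.15, dendritic cell -0.11, immediate early 0.08 and Y chromosome 0.04.

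The paper measured the mRNA of the genes of Fig. 4I and 4J in lung homogenates. In these libraries, the log2 fold change of Gpr35 was 1.38 (limma adjusted p = 0.362). The log2 fold changes were 1.12 for Il6, 1.58 for Tnf, 1.24 for Il1b, 1.22 for Cxcl1 and 0.90 for Csf2. For these, the limma adjusted p-values ranged from 0.407 (Csf2) to 0.537 (Cxcl1). Il17a was below the filter. The first principal component held 49.0% of the variance. IL-10 B-WT replicate 1 lay at -57.0 on it and the other IL-10 B-WT lungs between 12.2 and 97.3, while IL-10 B-KO replicate 2 lay at 26.5 and the other IL-10 B-KO lungs between -71.3 and -23.9.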
